# Transcriptome responses to heat stress in hypothalamus of a meat-type chicken

**DOI:** 10.1186/s40104-015-0003-6

**Published:** 2015-02-17

**Authors:** Hongyan Sun, Runshen Jiang, Shengyou Xu, Zebin Zhang, Guiyun Xu, Jiangxia Zheng, Lujiang Qu

**Keywords:** Chicken, Heat shock protein, Heat stress, Hypothalamus, Microarray, Transcription

## Abstract

**Background:**

Heat stress has resulted in great losses in poultry production. To address this issue, we systematically analyzed chicken hypothalamus transcriptome responses to thermal stress using a 44 k chicken Agilent microarray,

**Methods:**

Hypothalamus samples were collected from a control group reared at 25°C, a heat-stress group treated at 34°C for 24 h, and a temperature-recovery group reared at 25°C for 24 h following a heat-stress treatment. We compared the expression profiles between each pair of the three groups using microarray data.

**Results:**

A total of 1,967 probe sets were found to be differentially expressed in the three comparisons with *P* < 0.05 and a fold change (FC) higher than 1.5, and the genes were mainly involved in self-regulation and compensation required to maintain homeostasis. Consistent expression results were found for 11 selected genes by quantitative real-time PCR. Thirty-eight interesting differential expression genes were found from GO term annotation and those genes were related to meat quality, growth, and crucial enzymes. Using these genes for genetic network analysis, we obtained three genetic networks. Moreover, the transcripts of heat-shock protein, including Hsp 40 and Hsp 90, were significantly altered in response to thermal stress.

**Conclusions:**

This study provides a broader understanding of molecular mechanisms underlying stress response in chickens and discovery of novel genes that are regulated in a specific thermal-stress manner.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s40104-015-0003-6) contains supplementary material, which is available to authorized users.

## Introduction

With increasing importance of global warming issues, heat stress, also known as hyperthermia, could play a vital factor in affecting animal performance. Although chickens can use a variety of physiological mechanisms to regulate their body temperatures, heat stress could adversely affect chickens, especially broilers, in matters such as high mortality and consistent decrease in egg weight, shell thickness, rate of egg production, growth rate, meat quality, body weight [1,2], and immune capability as well as blood biochemical indicators [3,4]. St. Pierre et al. [5], reported that heat stress caused economic losses of between $1.69 billion and $2.36 billion per year in livestock industries in United States, with $51.8 million in the broiler sector alone.

During the past few decades, researchers have paid increased attention to physiological, biochemical, and immune capability changes of heat-stressed chickens. Deyhim and Teeter [6] found physiological responses to heat stress involve changes in respiration rate and blood pH, plasma concentration of ions, cardiovascular functions and hormonal effects. Heat stress also increased glucose and circulatory cortisol levels and decreased blood protein level. Khajavi et al. [7], reported that occurrence of CD4^+^ and CD8^+^ lymphocytes and antibody production decreased under heat stress.

Recently, transcriptome comparison has become a popular methodology for studying heat stress because it can elucidate the heat stress mechanism based on genetic level. Li et al. [8], using broiler breast tissue, investigated 110 differentially expressed genes during chronic cyclic heat stress, including 4 new genes that were related to heat stress. Wang et al. [9], reported 169 up-regulated and 140 down-regulated genes responded to acute heat stress; most of the differential expression genes were related to transport, signal, and metabolism.

Previous transcriptome research studies have chosen liver, breast, and testis as materials [8-10] to decipher heat stress, but no one has used the hypothalamus as a subject for studying the mechanism of heat stress and genetic networks. The hypothalamus, linking the nervous system to the endocrine system via the pituitary gland, plays the role of a central regulator in temperature regulation in poultry. It is well known the preoptic area (POA) and anterior hypothalamic area (AH) of the hypothalamus is the thermoregulatory center [11] and that hypothalamic areas such as the paraventricular hypothalamic nucleus (PVN), supraoptic nucleus (SO) [12-14], and lateral hypothalamic (LH) are activated under heat stress [15,16].

In addition, although RNA sequencing is currently a popular technology for studying transcriptome, it is very costly and results in less mature analysis than a microarray. The objective of this study is thus to use a microarray to detect the versatile gene expression profile in the hypothalamus, to determine the genes associated with heat stress, and to gain insight into the potential mechanisms underlying chickens’ response to heat stress. Characterizing the hypothalamus transcriptome of heat-stressed broilers will help clarify the effects of heat stress on broiler nerve centre and signal transduction. This information will also provide a platform for future investigation into genetic networks relevant to commercial broilers’ response to heat stress.

## Materials and methods

### Experimental animals and sampling

All experimental protocols were approved by the Committee for the Care and Use of Experimental Animal at Anhui Agricultural University. The purpose of this study was to find how broiler hypothalamus responds to heat stress in influencng growth rate and meat quality at the genetic level. Moreover, considering the particular economic value of hens, our priority was to use hen broilers as research subjects. Because broilers don’t have sweat glands, it is difficult for them to shed heat in hot weather (30-35°C). At a temperature of 34°C with 10-50% relative humidity, 50-80% of the heat loss was by evaporative heat shed through panting (http://www.heatstress.info/HeatStressExplained/BodyHeatregulationinPoultry.aspx). In this study, we used a full-sib and half-sib chicken population to reduce the impact of genetic background variation. Thus, twelve 56-day-old full-sib and half-sib commercial female broilers were randomly divided into three groups, including a control group, a heat-treated group, and a temperature-recovery group with four replicates in each group. All the birds were initially reared in an artificial climate chamber (relative humidity of 40-60%) with free access to food and water at 25°C. At the age of 56 days, both the heat-treated (HS) group and the temperature-recovery (TR) group were subjected to a temperature of 34°C for 24 h. After heat stress, hypothalamuses of four HS hens were dissected from their brains. The other chickens as a control group (CL) were further kept at a normal temperature of 25°C for 24 h. After exposure to heat, the hypothalamuses of CL and TR groups were collected. The hypothalamus collection procedure was as follows: (1) After decapitation, carefully remove the brain; then bisect it by making a section perpendicular to the cortical surface at the caudal end of the hemisphere. (2) Before identifying the hypothalamus, carefully remove the meninges and then, using tweezers, carefully pull the meninges layers away from the brain. (3) When the hypothalamus has been found, carefully remove the whole specimen. All the tissues were preserved overnight in RNAfixer (BioTeke Co. Ltd, Beijing, China) at 4°C and transferred to −80°C until RNA isolation. The hypothalamuses from the three groups were then subjected to gene expression analysis.

### Total RNA isolation, labeling, and microarray hybridization

Total RNA was isolated from the hypothalamus using TRIZOL Reagent according to manufacturer’s instructions (Life Technologies, CA, US). RNA quantity and purity of each sample were detected using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Inc, Delaware, US). The RNA integrity of each sample was determined using an Agilent 2100 Bioanalyzer. The processed RNA had a 28S/18S > 1.5 and the RNA Integrity Numbers (RINs) for the samples were all higher than 7.6, indicating that the quality of the samples was suitable for microarray analysis. Four biological replicates were used in each group and cyanine 3-labeled nucleotide was conducted to prevent dye bias during sample labeling. A 2 μg isolated total RNA from each tissue sample was reverse-transcribed into cDNA, then into cRNA incorporating cyanine 3-labelled nucleotide. The labeled RNA was purified using QIAGEN RNeasy® Mini Kit (Qiagen, CA, US). A total of 875 ng Cy3 labeled cRNA was hybridized to 44 K chicken Agilent arrays (ID: 026441). Equal amounts of cRNA were hybridized using a Gene Expression Hybridization Kit (5188–5242, Agilent, USA). Arrays were performed at 60°C for 17 h in Agilent microarray hybridization chambers. The hybridized slides were washed using a Gene Expression Wash Buffer Kit (Agilent technologies, Santa Clara, CA, US) before stabilization and drying solutions were applied (Agilent Technologies, CA, US). Arrays were scanned using an Agilent Microarray Scanner (Agilent Technologies, Santa Clara, CA, US) with a scan resolution of 5 μmol/L, PMT 100%, 10%. The data were then compiled with Feature Extraction software 10.7 (Agilent Technologies, Santa Clara, CA, US).

### Microarray data analysis

Array normalization and error detection analysis was carried out using a Quantile algorithm supplied with Gene Spring Software 11.0 (Agilent Technologies, CA, US). The “filter on flags feature” with software algorithms determined whether spots were “present”, “marginal”, or “absent” and values representing poor intensity and low dependability were removed from the raw data. The “absent” spots represented signals not positive, significant or above background level. A “present” spot was one for which the output was uniform, saturated, and significantly above background level. Spots were deemed “marginal” when the signals satisfied the main requirements but were outliers relative to the typical values for the other genes. We used only the items categorized as “present” and “marginal” for further analysis and compared the differential expression transcripts between each pair of the three groups. i.e., HS compared to CL (HS vs. CL), HS compared to TR (HS vs. TR), or TR compared to CL (TR vs. CL).

Principal-component analysis (PCA) and heat-map analysis were performed by SAS software from SHANGHAI BIOTECHNOLOGY CORPORATION eBioService (http://www.ebioservice.com). The differentially-expressed (DE) genes in each comparison were selected using SAS online software (http://www.ebioservice.com) and a local R package. With respect to the number of expression genes in the hypothalamus, we set the cutoff as *P* < 0.05, FDR < 0.15 and fold change (FC) > 1.5 to obtain more DE genes. Although this FDR cutoff is much higher than the usual FDR < 0.05, there are many good published papers using a variety of different FDR cutoff values according to reported experiments [17,18]. The significant DE gene clusters from heat-map results were used to do pathway analysis using Ingenuity Pathway Analysis (IPA) (Ingenuity® Systems, www.ingenuity.com). IPA is a very useful online tool for analyzing biological and molecular networks; it transforms gene network into relevant pathways using the genes’ functional annotation and known molecular interactions [19-21].

### Quantitative real time PCR (qRT-PCR)

Eleven genes were quantitatively determined using real-time PCR with the same 12 samples tested by the microarray to confirm gene-expression patterns observed using the microarray. PCR-specific primers for target genes were designed with Primer Express software (Version 3.0, Applied Biosystems, US) and were synthesized by Shanghai Sangong Biological Engineering Technology & Services Co, Ltd. (Shanghai, China). All the primers were sequenced and worked well. β-actin was used as the internal control for the target genes. Real-time PCR primer information is shown in Table 1. The reverse transcription reaction system was conducted in a total volume of 25 μL, 1 μg of total RNA, 10 mmol/L oligo T primer and murine leukemia virus (MLV) reverse transcriptase (Promega Biotech Co., Ltd, Beijing, China). The PCR system was quantified using the ABI 7300 system (Applied Biosystems, US) in a final volume of 15 μL with 1 μL of cDNA, 200 nmol/L of each primer and a 1 × PCR mix (Power SYBR® Green PCR Master Mix, Applied Biosystems, US). The optimum thermal cycles were performed as follows: denaturation at 95°C for 10 min, then 40 cycles of 95°C for 15 s, 60°C for 1 min, 95°C for 15 s, 60°C for 30 s, and 95°C for 15 s. Every sample was supplied in duplicate and the average critical threshold cycle (Ct) was used for calculating the relative quantification by fold-change and statistical significance. At the same time, to ensure that a single PCR product was amplified in each reaction, dissociation curve analysis at the end of amplification and gel electrophoresis was performed after the real-time PCR. The resulting data for each gene were calculated by the expression 2^-∆∆∆Ct^, where the -∆∆Ct is the sum of :[Ct _gene_ – Ct_β-actin_] (treatment) – [Ct _gene_ - Ct_β-actin_] (control) for the relative gene expression level among the three comparison groups. All analyses were subjected to a Student’s t-test to confirm statistically-significant gene expression.

**Table 1:** **Primer sequences for qRT-PCRs**

**Gene symbol**	**Accession no.**	**Forward (5′-3′)**	**Reverse (5′-3′)**	**Product size, bp**
DNAJC13	XM_418787	TGAAAGGAGCAGGTTTGGTGAT	GTGTGCAAGTGACGAGGTAAGG	115
HSPCB	NM_206959	CAGGCGCAGACATCTCCAT	TGACGACTCCCAGGCATACTG	125
HMOX1	NM_205344	TCCCTCCACGAGTTCAAGCT	CGGAAAATAAACAGGAGCATAGACA	114
TH	NM_204805	GAGAGCCATGCTGAACCTGTT	GGGCTTTCGGCTGAGTCTT	130
EDN3	AB235921	TTTCGGTGCTCTTGTTTGGAT	CGGTCCTTCTCTGTTGTTTTCAC	110
GCH1	NM_205223	CAGGAACGCCTTACCAAACAA	CTGGTTGCCGTTTTACTGTTCA	140
GPR23	CR353562	TCAGATCGGGACAAACAAAGAGA	CCGCACGAGAGCATACAAGA	115
SDC1	XM_419972	TGTAGTGACAGAGGAGCCAGTTG	TGAAGCACCGAAGGGAAGTG	135
PDK4	CR387492	AGTTCCATCAGAAAAGCCCAGAT	TCCTTGTGCCATTGTAGGGACTA	110
ITGA8	NM_205288	TAGCCGTGGCAGAACCTTACA	CCATAGCCGGGACCTGATTT	140
SFRP1	NM_204553	CCAGTTCCCACAGGATTATGTCT	CCTCCGACTTCATCTCGTTGTC	116
β-actin	NM_205518	GAGAAATTGTGCGTGACATCA	CCTGAACCTCTCATTGCCA	132

## Results

### Effects of heat stress on gene expression in different comparison groups

A comparative analysis was performed by comparing gene expression profiling between each pair of the three groups CL, HS, and TR. 

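The 12 birds were female broilers 56 d of age, with 4 in each group. CL birds were kept at 25°C, HS birds were held at 34°C for 24 h, and TR birds were held at 34°C for 24 h and then given 24 h of recovery. Hypothalamus RNA from each bird was labelled with cyanine 3 and hybridized to an array of its own, which holds 43603 probes besides the controls. Arrays are named here by group and replicate, as HS1 or CL4. For every spot, the authors deposited the intensity that the scanner software gave after background subtraction, with marks for spots above background and for outlier spots. From these intensities, log2 signals were quantile-normalized between arrays, as the methods state, and 420 probe values from outlier spots were left out. A probe was kept when its spots were above background on all 4 arrays of at least 1 group, which 34930 probes passed. A linear model in limma was fitted to the 12 arrays together, so that the 3 groups shared an estimate of the spread. A probe was DE at p under 0.05, Benjamini-Hochberg FDR under 0.15 and a fold change over 1.5, the limits given in the methods. Between 33505 and 36852 spots per array were above background, and the median signal over background was 16.8 in HS, 14.6 in TR and 12.6 in CL. The number of arrays limits the precision. Each group was hybridized on a slide of its own, so that slide and group cannot be told apart, and the CL arrays were scanned on another day than the HS and TR arrays. The deposited labels name hypothalamus in the sample titles but give the tissue as spleen, the sex as male and ages between 40 and 56, where the paper has hypothalamus, female and 56 d. The log2 signal of HINTW, a gene of the female W chromosome, was at least 17.47 on all 12 arrays. Probes were named by their accessions through the reference assembly GRCg7b, which named 10185 of the 43603 probes, and a gene with several probes is given by the brightest.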

Generally, more DE genes were present in the comparison of HS vs. CL and HS vs. TR compared to that of TR vs. CL. In summary, there were 1,239, 846, and 9 probe sets DE in HS vs. CL, HS vs. TR, and TR vs. CL, respectively. These results showed that the TR group is more similar to the CL group. Moreover, 638 of 1,239 probe sets, 493 of 846 probe sets and 5 of 9 probe sets are up-regulated in HS vs. CL, HS vs. TR, and TR vs. CL, respectively (Figure 1). 

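Of the probes tested in limma, 1246 of 34920 were DE in HS vs. CL, 647 of 34920 in HS vs. TR and 33 of 34923 in TR vs. CL. At p under 0.05 alone, 7203, 5727 and 2715 probes passed, where chance gives 1746. The 4 arrays of one group and the 4 of the other did not overlap at 888 of the DE probes in HS vs. CL, 560 in HS vs. TR and 33 in TR vs. CL, which chance gives at 2.857% of probes picked without regard to their values. DE probes are picked by their difference, so these counts are no test. The FDR limit moved these counts most. With FDR under 0.05, 337, 158 and 0 probes were DE, and the methods' t-test gave 411, 256 and 1 at the main limits. The HS vs. CL count was 490 without HS3, 664 without CL2 and 731 without HS4. For HS vs. TR it was 1195 without HS1, 306 without HS3, 346 without HS4, 365 without TR1, 364 without TR2, 354 without TR3 and 254 without TR4. For TR vs. CL it was 0 without TR3, 6 without TR4, 8 without CL2, 13 without HS1, 14 without HS3 and 20 without TR1.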

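The distances between arrays were taken over the 34736 probes with a value on every array. The mean Euclidean distance between arrays of different groups exceeded the mean within groups by 10.0 for HS and CL, 12.8 for HS and TR and 2.21 for TR and CL. In one-sided exact permutation tests over the 35 splits of 8 arrays, p was 0.0286 for HS and CL and for HS and TR, the smallest p that 35 splits can give, and 0.143 for TR and CL. Whether these separations differ from each other was not tested. For HS and CL, the separation was 9.29 without a filter on dim probes and 8.99 with probes above background on at least 1 of 12 arrays, and its p then exceeded 0.05. It also did so without HS3 (7.21), HS4 (6.39), CL1 (13.0), CL2 (6.24), CL3 (8.94) or CL4 (9.00). The p for HS and TR exceeded 0.05 without TR1 (8.97), TR2 (11.0), TR3 (9.40) or TR4 (8.47).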

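In HS vs. CL, 646 DE probes were higher and 600 lower in HS, and in HS vs. TR 407 were higher and 240 lower. Of the TR vs. CL probes, 16 were higher and 17 lower in TR. These splits moved with the scaling of the arrays. With each array scaled to its 75th percentile, 589 were higher and 125 lower in HS vs. TR, and 12 higher and 45 lower in TR vs. CL. With normexp background correction, 429 were higher and 229 lower in HS vs. CL, 237 higher and 59 lower in HS vs. TR, and 5 higher and 14 lower in TR vs. CL. The share higher in TR vs. CL, 48.5%, was 23.8% without CL4, 30.0% without TR1, 64.7% without CL3 and 73.0% without TR2.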

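Fold changes are given for DE probes above background on at least 1 array of both groups. The largest in HS vs. CL was the 43.6-fold rise of AVP (log2 change 5.45, adjusted p = 0.138 in limma), which was above background on all 8 arrays. The HS and CL arrays overlapped for AVP, a gene singled out after its values were seen. AVP was not DE with FDR under 0.05 or by the methods' t-test. The largest fold in HS vs. CL was 15.9 with array weights. It was 25.5 with the replicate block, with only the 2 groups compared, with no filter on dim probes or with probes above background on 1 of 12 arrays. Between HS and TR, probe A_87_P022015 rose 32.5-fold (log2 change 5.02, adjusted p = 0.0917) and was above background on all 8 arrays, without overlap. Its call was lost without HS3 (4.86), HS4 (4.68), TR1 (4.32), TR3 (5.01) or TR4 (4.73), with FDR under 0.05, with the replicate block and by the methods' t-test. A probe with 1 of the 4 TR arrays above background rose at least 11.2-fold, and one with 2 of the 4 HS arrays above background fell at least 18.7-fold, with the other arrays at the lowest signal that counts as above background. Between TR and CL, probe A_87_P119353 rose 3.40-fold, and the largest fall was 1.91-fold. The largest fold in HS vs. CL depended on single arrays. It was 14.9 without CL2, 18.6 without CL4, 19.9 without HS3, 25.5 without TR1 or without TR3, 26.3 without HS4, 28.8 without HS2, 70.7 without HS1 and 149 without CL1. By the same rule of 1 array of both groups, the largest in HS vs. TR was 10.3 without TR4, 11.5 without HS3, 60.4 without HS1 and 75.8 without TR2. The largest in TR vs. CL was 6.86 without CL3, 7.06 without CL2 and 9.50 without TR4, and no probe was left DE without TR3.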

The FC range was 1.5 to 25 in HS vs. CL, 1.5 to 36 in HS vs. TR, and 1.5 to 16 in TR vs. CL. In addition, the pattern of the total 1,743 differential expression probe sets is shown in Figure 2. There were 890, 499, and 3 probe sets uniquely DE in HS vs. CL, HS vs. TR, and TR vs. CL, respectively. 

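Of 1551 probes DE in at least 1 comparison, 885 were DE only in HS vs. CL, 288 only in HS vs. TR and 5 only in TR vs. CL. The same direction in HS vs. CL and HS vs. TR was seen at 346 of the 347 probes DE in both, with 236 higher and 110 lower in HS. Both comparisons use the same HS arrays, so some of their likeness arises without any change. In 50 simulations of unchanged groups, the correlation of the log2 changes across probes averaged 0.50 and 66.7% of probes had the same sign, against 0.74 and 75.4% in the data. Probes are not independent replicates, but the simulations drew each probe independently, without the variation that probes of an array share. Among as many top probes as were DE, the simulations shared 177 on average, and between 156 and 210. These ranges leave shared variation out and can be too narrow, so that values of the data beyond them are no test. With FDR under 0.05, 85 DE probes were shared in the same direction. Leaving out 1 array gave 743 without HS1, 143 without HS3, 185 without HS4, 181 without TR1, 192 without TR2, 189 without TR3 and 153 without TR4.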

Contrasts HS vs. CL and HS vs. TR shared 345 DE genes (Figure 2). All the microarray data have been deposited in the GEO repository (GSE37400, NCBI tracking system #16562670).

**Figure 1:**
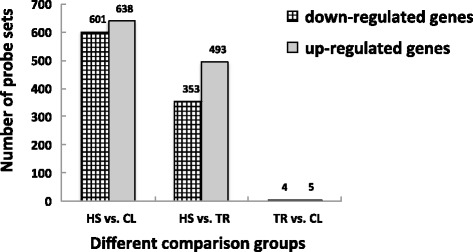
**The number of differentially expressed genes in three different comparison groups.** Note: FDR < 0.05 and fold change ≥ 1.5; HS: heat stress group; CL: control group; TR: temperature recovery group.

**Figure 2:**
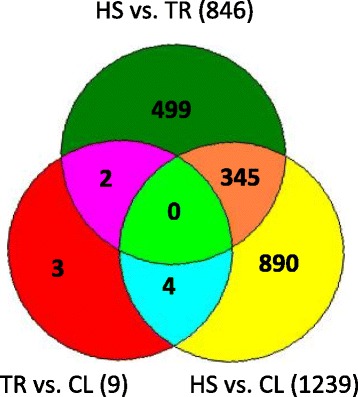
**Differentially expressed genes unique and shared between different contrast groups.** Note: FDR < 0.05 and fold change ≥ 1.5; HS: heat stress group; CL: control group; TR: temperature recovery group.

### Heat map and Principal component analysis

Principal component analysis (PCA) was used to classify the broilers based on their gene expression patterns in one-way analysis of variance (ANOVA) with *P* < 0.05 and FC > 1.5 among three groups (12 samples). The HS group had a transcription profile different from those of the CL and TR groups, proving that heat stress reprograms gene expression in broiler hypothalamus and has a unique expression pattern. 

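Probes were selected as for the paper's PCA, by an F test among the 3 groups and a fold change over 1.5, which left 1601. Their first component held 61.3% of the variance and their second 12.2%. On the first component, the HS arrays lay between 11.2 and 44.7, the TR arrays between -17.7 and -8.50 and the CL arrays between -25.2 and 2.13. Selecting probes that differ between groups moves the groups apart. Over all detected probes, where the first component held 27.9%, the separation on both components gave an exact permutation p of 0.114 for HS and CL, 0.0286 for HS and TR and 0.171 for TR and CL. On the linear scale these were 0.0857, 0.0571 and 0.657. The mean distance of an array to the mean of its group, over all detected probes, was 62.9 in HS, 60.5 in CL and 51.0 in TR. In two-sided exact permutation tests, HS exceeded CL by 2.45 (p = 0.771) and TR by 11.9 (p = 0.143). Without HS4, the differences were -8.02 from CL and 1.92 from TR. The difference from CL was 10.5 without CL2, and the difference from TR passed p of 0.05 without HS3 (14.8).

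**Figure D1:**
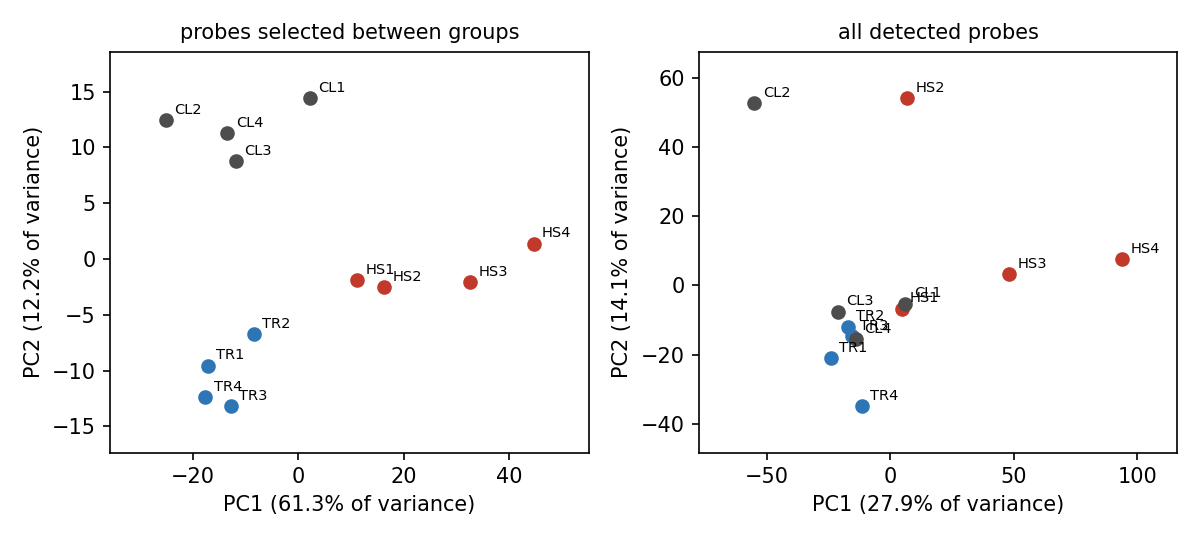
Scores of the 12 arrays on the first (PC1) and second (PC2) principal components, for the 1601 selected probes at left and for all detected probes at right. Each point is an array, grey for CL, blue for TR and red for HS. At left the HS arrays lie between 11.2 and 44.7 on PC1, and at right HS2 and CL2 lie apart from the rest on PC2.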

Using PCA to observe the clustering of samples, we found that gene expression of HS group showed the largest variation, with the four samples distributing over a wide range. One sample of HS treatment was located in TR treatment, which may be because that bird responded to heat stress very quickly and had its own method for protecting itself. 

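HS1 had the lowest score of the 4 HS arrays on the first component of the selected probes, and its nearest array on the first and second components was HS2. Over all detected probes, the nearest array to HS1 was TR2, at a distance of 76.8. The mean distance of HS1 was 84.0 to the TR arrays, 93.0 to the CL arrays and 99.3 to the other HS arrays. HS4 lay farthest from the mean of its group among the 12 arrays, at 76.6.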

The four CL samples were highly homogenous, while the four TR chickens exhibited proximal patterns distributed similarly to the CL samples (Figure 3). Moreover, a heat map was also developed to investigate the expression pattern and gene clusters (Figure 4). 

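Distances between pairs of CL arrays averaged 98.9 over all detected probes, from 80.2 to 111. Pairs of TR arrays were 83.3 apart on average, from 75.4 to 86.9, and pairs of HS arrays 103, from 83.3 to 127. Single CL arrays lay between 51.4 (CL3) and 70.0 (CL2) from the CL mean. The TR arrays lay nearer to their mean than the CL arrays to theirs, with a difference of -9.46 (two-sided exact permutation test, p = 0.0857).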

The heat map result is consistent with the PCA result in terms of sample expression pattern. The gene clusters were also subjected to further analysis similar to the gene network analysis (IPA).

**Figure 3:**
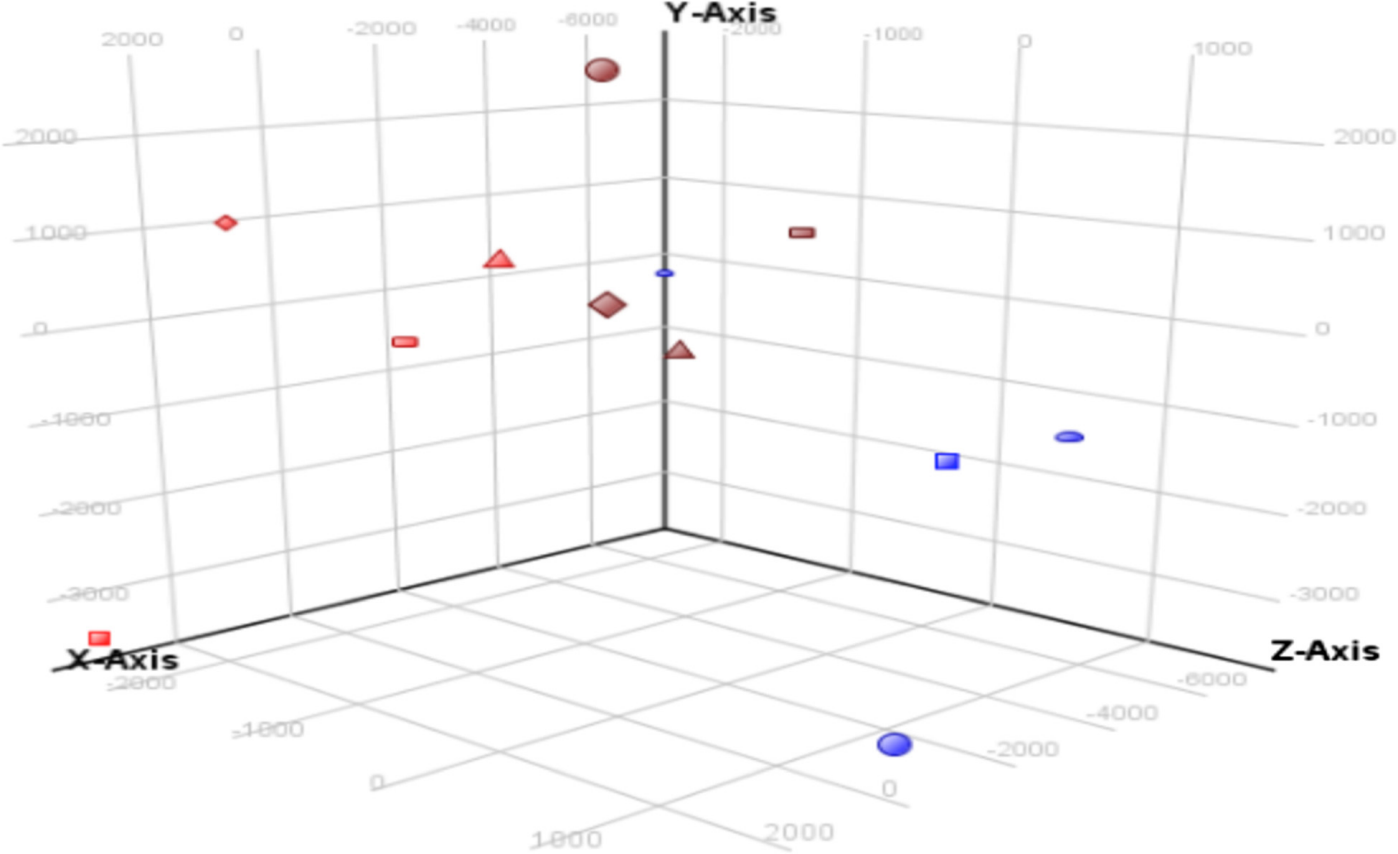
**Principal component analysis.** Note: red color is control group; blue color is heat stress group; brown color is temperature recovery group.

**Figure 4:**
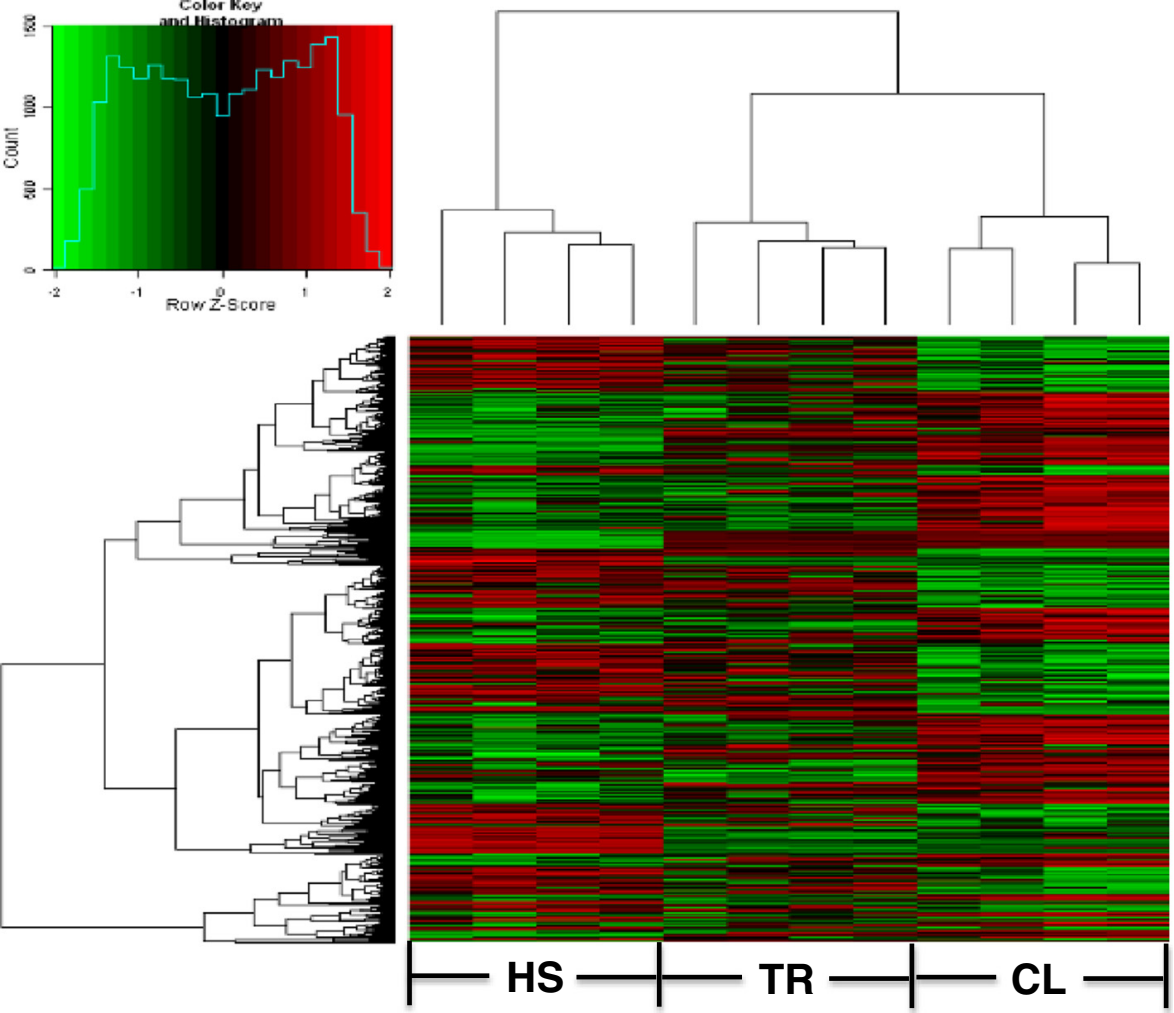
**Heat map.** The X-axis is sample expression pattern in different treatment group. The first four samples are heat stress (HS) treatment. The middle four samples are temperature recovery (TR) treatment after heat stress. The last four samples are control group. The Y-axis is the gene clusters across HS, TR, and CL treatment.

### Functional categories of differentially expressed genes

Gene ontology was used to evaluate the function of DE genes in three comparisons (Figures 5 and 6). All the DE genes in HS vs. CL, HS vs. TR, and TR vs. CL were performed by gene ontology (GO) terms through the DAVID platform. The biological process (BP) components were presented as functional clusters. The significantly-enriched GO categories were selected only when *P* < 0.05 at the fifth level. In summary, up-regulated genes in HS vs. CL and HS vs. TR were mainly enriched in regulation of cell morphogenesis involved in differentiation, neurogenesis, cellular component morphogenesis, neuron development, neuron projection morphogenesis, and transmembrane transport. GO items such as ion transport and cognition were associated only with down-regulation in TR vs. CL. 

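A list of striated muscle genes, 15 of them with a tested probe, stands here for the muscle terms. Its median log2 change was -0.09 in HS vs. CL, with 6 of 15 genes higher in HS, -1.14 in TR vs. CL, with 14 of 15 lower in TR, and 0.64 in HS vs. TR, with 12 of 15 higher in HS. Two-sided exact permutation tests of these medians gave p of 1, 0.371 and 0.400, and limma's rotation test fry gave adjusted p = 0.739, 0.771 and 0.596 over 14 lists. Of the 21 listed genes above background on any array, 20 were highest on CL2, and CL2 and HS2 were the 2 highest arrays for 15. Without CL2, the median was 0.51 in HS vs. CL and -0.15 in TR vs. CL. Without HS2, it was -1.01 in HS vs. CL and 0.36 in HS vs. TR. Limma's camera with a preset correlation gave p = 4.56e-05 in TR vs. CL and 0.00708 in HS vs. TR, without adjustment over the lists. Neither comparison was below 0.05 with the estimated correlation (0.213 and 0.399) or under fry.

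**Figure D2:**
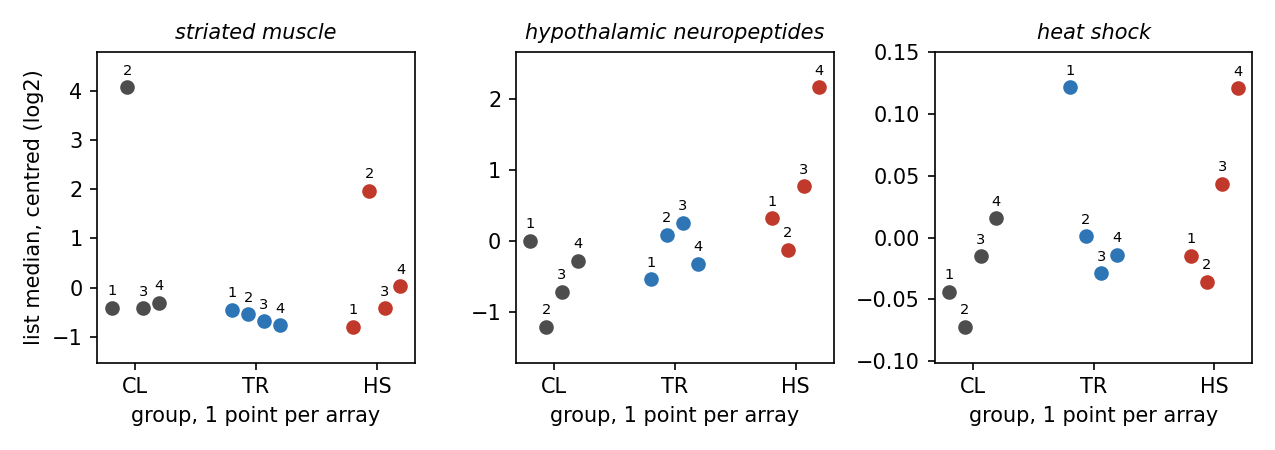
Median over the genes of the striated muscle, hypothalamic neuropeptide and heat shock lists on each array, as log2 signal centred on each gene's mean over the 12 arrays. Points are arrays numbered by replicate, grey for CL, blue for TR and red for HS, and each list has its own scale. The striated muscle median is 4.06 on CL2. The heat shock list's median change in HS vs. CL turns to -0.01 with scaling to the 75th percentile.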

The down-regulated genes between HS vs. CL and TR vs. CL showed muscle-organ development, striated muscle-tissue development, and cardiac muscle-tissue development; muscle-tissue development was enriched, indicating that muscle development is significantly inhibited during heat stress. In HS vs. CL, the up-regulated genes were mostly concentrated in regulation of gene expression, regulation of macromolecule biosynthetic process, regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic processes, regulation of transcription, and DNA metabolic processes. The regulation of protein amino acid phosphorylation and lymph vessel development were only changed in HS vs. TR. Also, among the many functional GO annotation categories, a number of genes were involved that might relate to or affect meat quality, growth factor, and enzyme (Additional file 1: Table S1).

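Of the 38 genes of Table S1, 29 had a probe with their name and 26 were tested. DE in the direction of the table were 17 of these, 15 in HS vs. CL and 9 in HS vs. TR, with 7 in both. Adjusted over the list alone, 19 genes had an adjusted p below 0.05 in that direction. The study chose the list on these arrays, so that this count is not independent evidence. By category, 6 of 6 tested enzyme genes, 4 of 6 growth genes and 7 of 14 meat quality genes were DE. With FDR under 0.05 the count was 4, and it was 9 without HS3 and 10 without HS4.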

**Figure 5:**
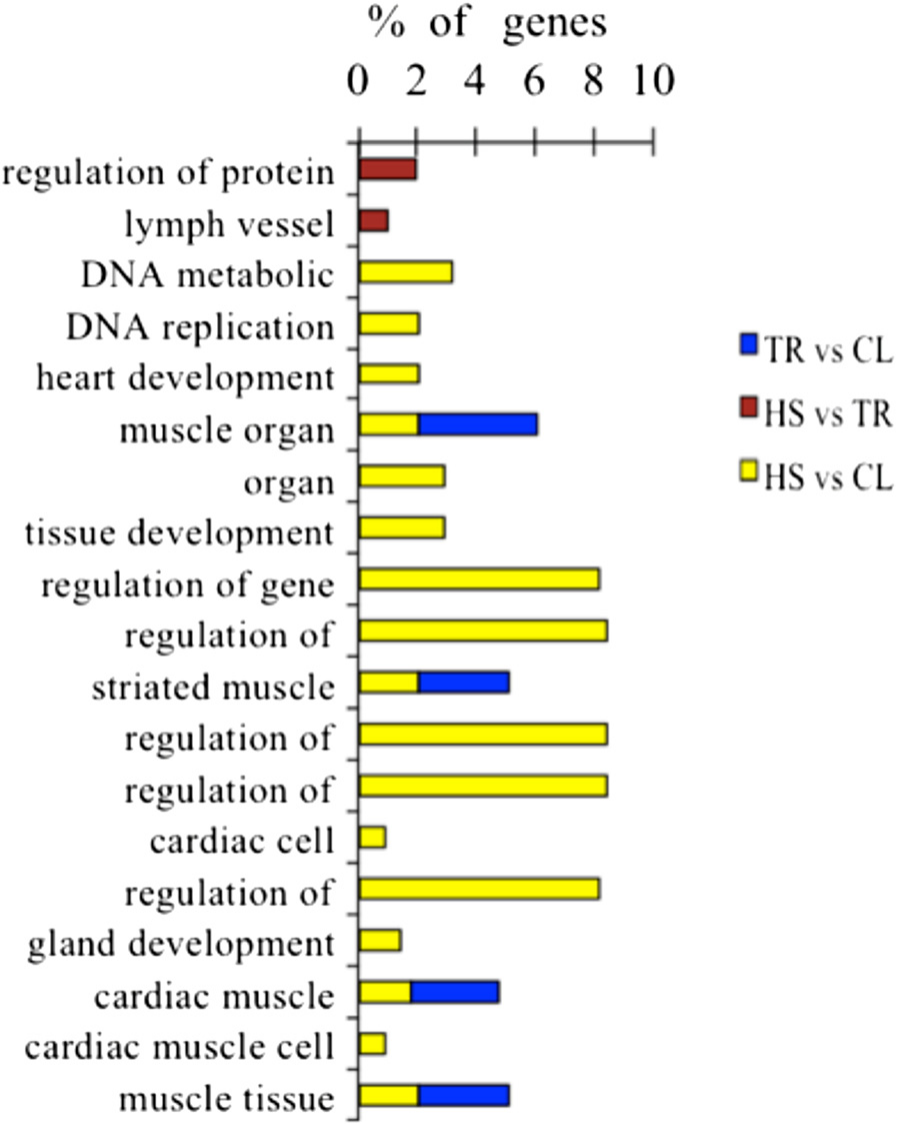
**Gene ontology (GO) annotation of down-regulated differentially expressed genes (P < 0.05).**

**Figure 6:**
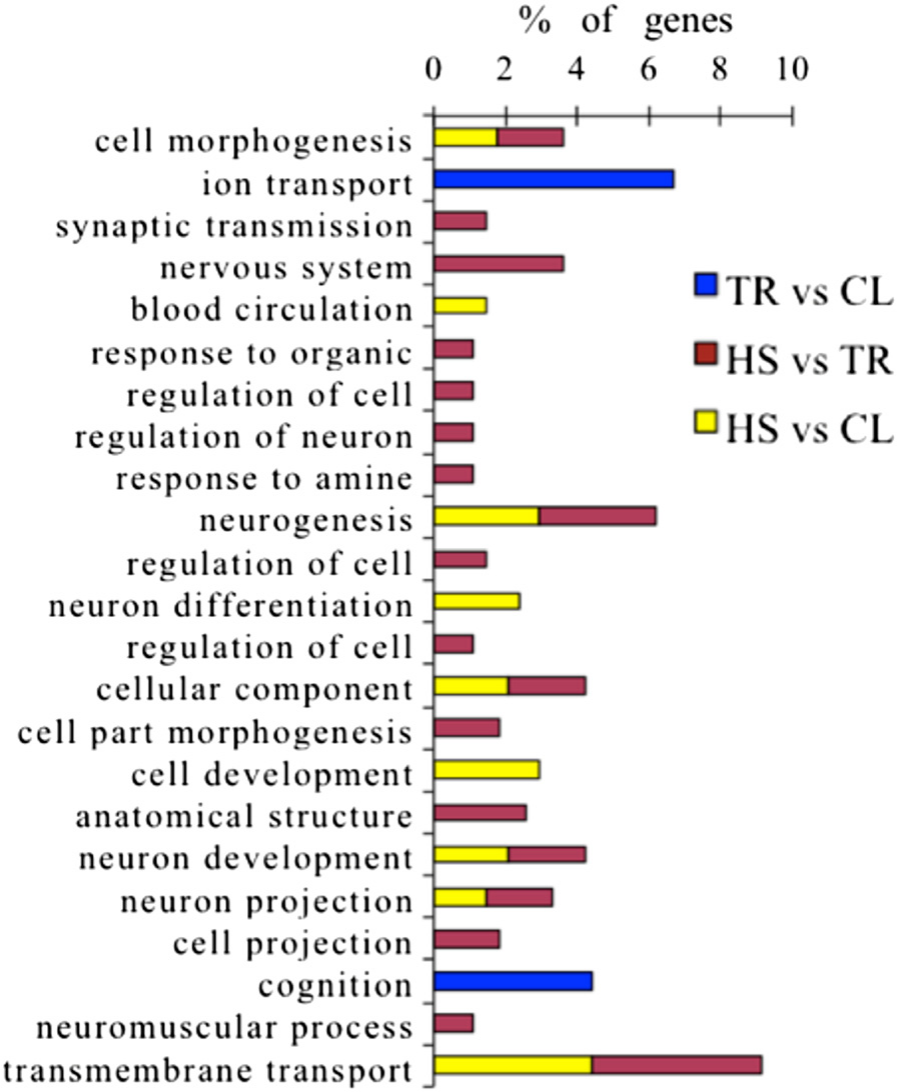
**Gene ontology (GO) annotation of up-regulated differentially expressed genes (P < 0.05).**

Based on the fact that genes might be related to meat quality, growth factor, and enzyme from the GO annotation, a functional network of these DE genes and their interrelationships were analyzed using Ingenuity Pathway Analysis (IPA); three genetic networks (*P*-value = 0.0001) were created from those DE genes: “Cardiovascular disease, lipid metabolism, molecular transport” (*ACTC1*, *BMP3*, *CETP*, *DBI*, *FABP7*, *EMP1*, *FIGF*, *LIPG*, *MYH11*, *PDK4*, *PTGS2*, *SDC1*, and TH), “Cell-to-cell signalling and interaction, molecular transport, small molecule biochemistry” (*ACTC1*, *AOAH*, *DRD2*, *GCH1*, *GDPD5*, *JPH1*, *LMX1A*, *LOC430178*, and *UCP3*), and “Lipid metabolism, molecular transport, small molecule biochemistry” (*CROT*, *CUBN*, *DRD2*, *LPAR4*, *MYH7*, *PLA1A*, and *TH*) (Figures 7, 8 and 9).

**Figure 7:**
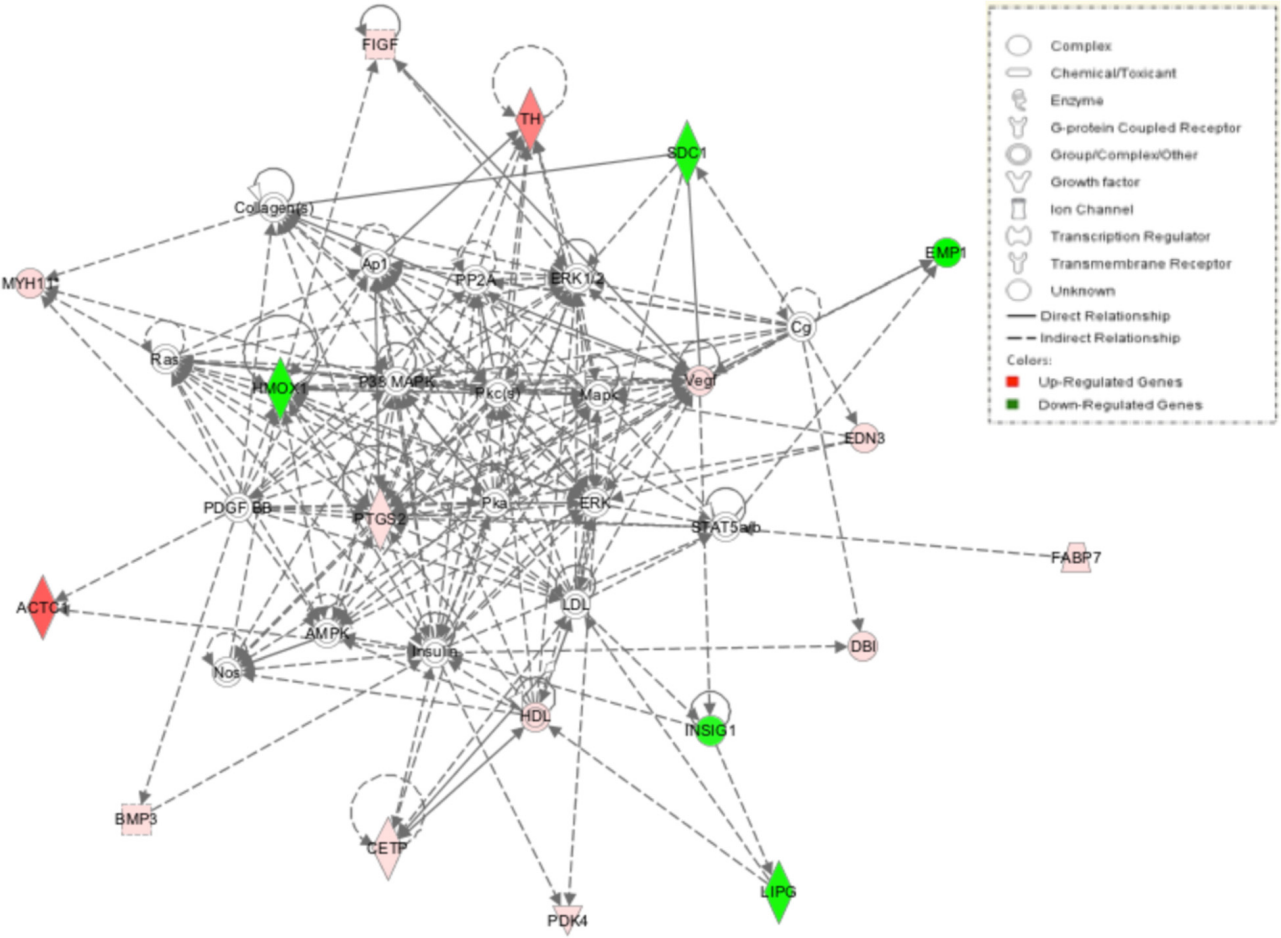
**Cardiovascular disease, lipid metabolism, molecular transport.** Pathway analysis of gene functions in broiler hypothalamus transcriptome in response to acute heat stress. Red color shows up-regulation and green color shows down-regulation (IPA). The intensity of green and red molecule colors indicates the degree of down or upregulation, respectively. White molecules are not differential expression, but are included to illustrate association with significantly up-regulated and down-regulated genes.

**Figure 8:**
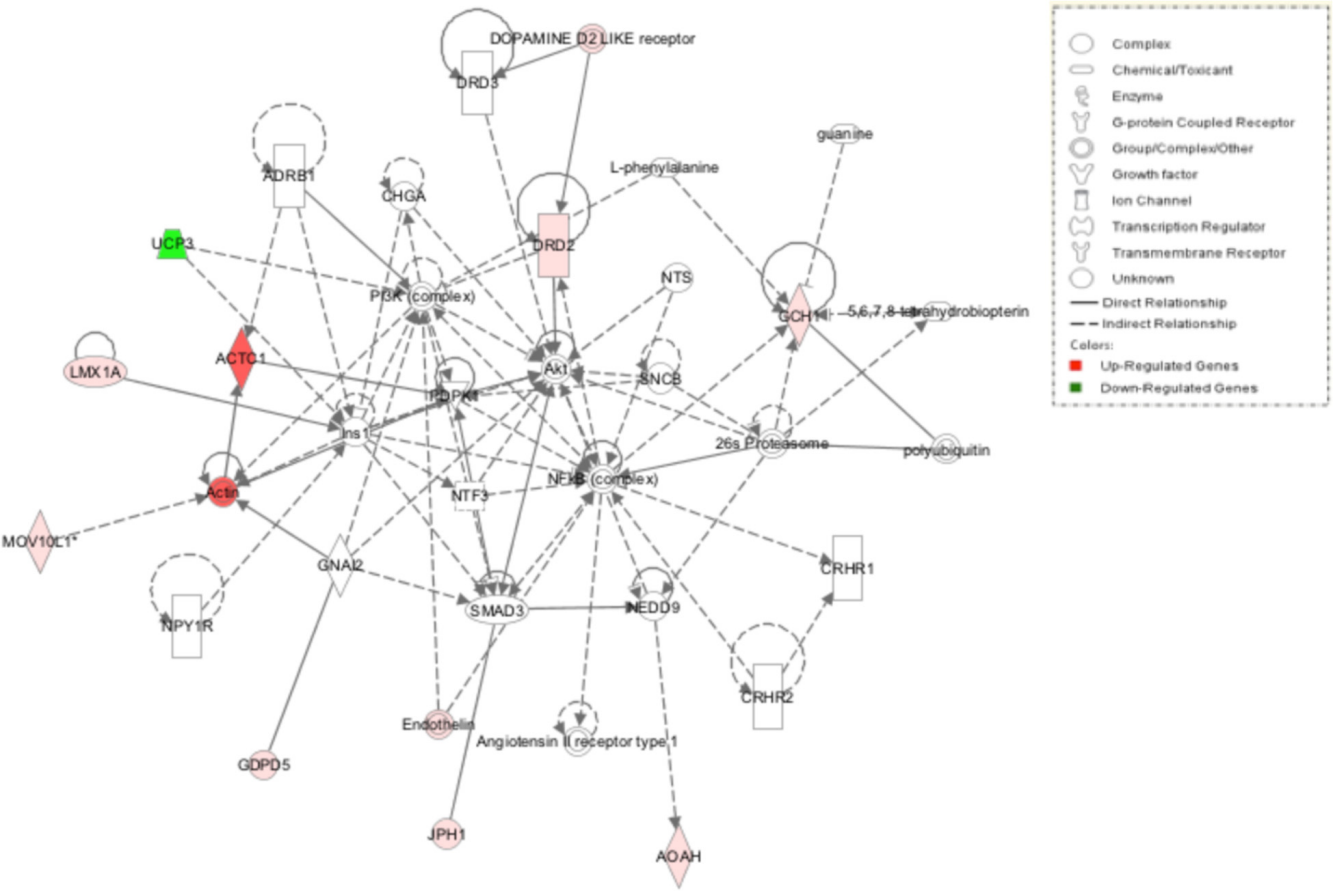
**Cell-cell signaling and interaction, molecular transport, small molecular biochemistry.** Pathway analysis of gene functions in broiler hypothalamus transcriptome in response to acute heat stress. Red color shows up-regulation and green color shows down-regulation (IPA). The intensity of green and red molecule colors indicates the degree of down or upregulation, respectively. White molecules are not differential expression, but are included to illustrate association with significantly up-regulated and down-regulated genes.

**Figure 9:**
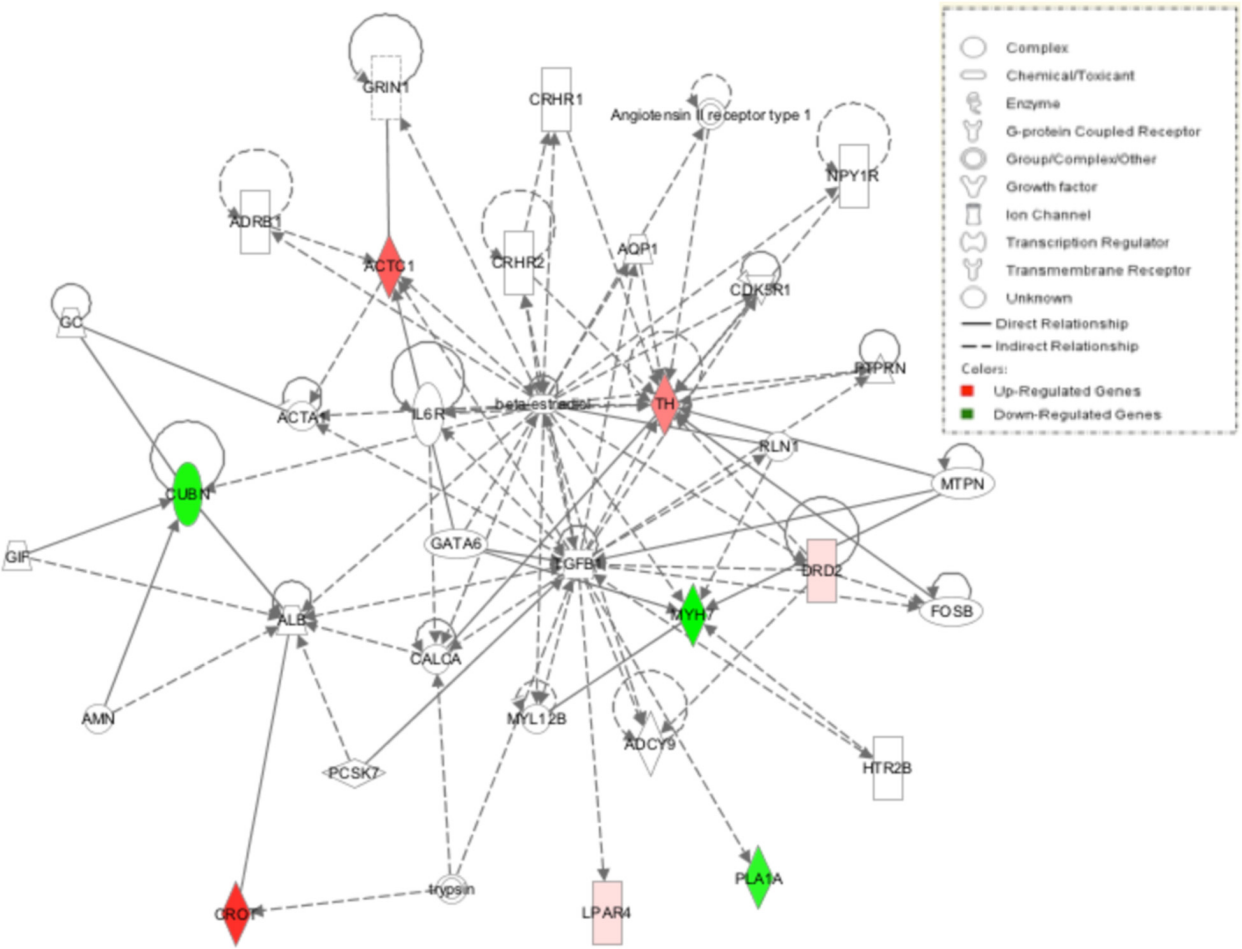
**Lipid metabolism, molecular transport, small molecule biochemistry.** Pathway analysis of gene functions in broiler hypothalamus transcriptome in response to acute heat stress. Red color shows up-regulation and green color shows down-regulation (IPA). The intensity of green and red molecule colors indicates the degree of down or upregulation, respectively. White molecules are not differential expression, but are included to illustrate association with significantly up-regulated and down-regulated genes.

### Validation of quantitative real time PCR results

We detected 11 DE genes using qRT-PCR to verify our microarray analysis. These eleven genes were distributed in three comparison groups. *DNAJC13* (HSP40), *HSPCB* (HSP90), *TH*, *GCH1*, *GPR23* were DE in both HS vs. CL and HS vs. TR. *ITGA8* transcripts significantly differed in both HS vs. TR and TR vs. CL. *HMOX1*, *EDN3*, *SDC1*, *PDK4* were uniquely changed in HS vs. CL and SFRP was altered in TR vs. CL. 

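Table 2 holds 16 fold changes from the arrays, for 11 genes, of which 15 could be tested. EDN3 had no probe with its name. DE in the direction of the table were 8 of the 15, and 1, ITGA8 in TR vs. CL, was DE in the opposite direction. Adjusted over the list alone, which the study chose on these arrays, 11 had an adjusted p below 0.05, and 9 of them, all but ITGA8 and SFRP1 in TR vs. CL, lay in the table's direction. With FDR under 0.05, 2 were DE, and without HS3, 5. GCH1 was higher in HS, with a log2 change of 1.00 in HS vs. CL (SE 0.22, adjusted p = 0.0481 in limma) and 1.02 in HS vs. TR (adjusted p = 0.0638), and every HS array lay above every CL and TR array. It was not DE with normexp background correction (0.40 and 0.46), nor in HS vs. TR without TR4 (0.88). GPR23 had a log2 change of 0.67 in HS vs. CL (adjusted p = 0.0936), without overlap of the arrays, and of 0.67 in HS vs. TR (adjusted p = 0.140), with overlap. The first was lost without HS3 (0.68), HS4 (0.54), CL2 (0.67) or CL3 (0.57). The other was lost without any array but HS1 and TR3, with 0.71 without HS2, 0.68 without HS3, 0.54 without HS4, 0.64 without TR1, 0.52 without TR2, 0.68 without TR4 and 0.67 without any 1 CL array. LPAR4, the same gene as GPR23 in Table S1, has a probe of its own, with 0.75 in HS vs. CL (SE 0.18, adjusted p = 0.0560), without overlap, a call lost only with FDR under 0.05. In HS vs. TR it changed by 0.61 (adjusted p = 0.138, with overlap), and that call held without TR3 or CL2 and was lost without any other array, at 0.60 without HS1, 0.67 without HS2, 0.62 without HS3, 0.53 without HS4, 0.58 without TR1, 0.44 without TR2, 0.64 without TR4 and 0.61 without CL1, CL3 or CL4. PDK4 rose by 1.31 in HS vs. CL (SE 0.30, adjusted p = 0.0520), in 4 of 4 HS arrays above all CL arrays. HMOX1 changed by -0.71 (SE 0.22, adjusted p = 0.114) with overlapping arrays, and was not DE without HS2 (-0.63), HS3 (-0.67), HS4 (-0.67), CL3 (-0.54) or CL4 (-0.62). SDC1 was not DE in HS vs. CL (log2 change -0.35, adjusted p = 0.338). ITGA8 was lower in HS vs. TR (log2 change -1.76, adjusted p = 0.0113) and higher in TR vs. CL (1.33, adjusted p = 0.139), without overlap in either. The TR vs. CL call held without CL2 and was lost without any other array, at 1.33 without any 1 HS array, 1.23 without TR1, 1.38 without TR2, 1.23 without TR3, 1.49 without TR4, 1.29 without CL1, 1.23 without CL3 and 1.26 without CL4. SFRP1 changed by -0.32 in TR vs. CL (adjusted p = 0.463, without overlap), and another of its probes by 0.65, and neither was DE. Of these calls, GCH1 in HS vs. CL and ITGA8 in HS vs. TR held with FDR under 0.05, and those, PDK4 and LPAR4 in HS vs. CL held by the methods' t-test.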

Among the 11 tested genes, two genes (*DNAJC13*, *HSPCB*) were included from the heat-shock protein family; four DE genes (*TH*, *HMOX1*, *GCH1*, *GPR23*) were related to crucial enzymes under heat stress; three DE genes (*SDC1*, *EDN3*, *SFRP*) were involved in growth, and the other two DE genes were randomly selected from our DE genes data set. The qRT-PCR results showed that the eleven selected genes presented the same expression pattern as those in the microarray although the fold change differed somewhat for the two methods. We thus have confidence in the reliability of the microarray results (Table 2).

**Table 2:** **Fold change of 11 selected genes in each comparison group by microarray and qRT-PCR**

**Gene symbol**	**HS vs CL fold-change**		**HS vs TR fold-change**		**TR vs CL fold-change**	
	**Microarray**	**qRT-PCR**	**Microarray**	**qRT-PCR**	**Microarray**	**qRT-PCR**
HSPCB	−1.61*	−1.94*	−1.53*	−1.52*	--	--
DNAJC13	1.90**	1.74**	1.95**	1.53*	--	--
TH	11.76*	12.30*	18.86*	12.70**	--	--
GCH1	2.64**	2.51*	2.42*	1.54*	--	--
HMOX1	−1.63*	−1.94*	--	--	--	−1.85*
EDN3	1.82*	2.12*	--	--	--	--
GPR23	1.59**	2.79*	--	--	--	--
SDC1	−1.61*	−1.55*	--	--	--	--
PDK4	2.48*	1.67**	--	--	--	--
ITGA8	--	--	−3.38**	−1.46*	−2.51*	−1.12
SFRP1	--	--	--	--	1.57**	1.55*

*Means significant difference between the treatments (*P <* 0.05). **means very significant difference between the treatments (*P <* 0.01). “--” means no significant difference between the treatments or the fold change is less than 1.5.

## Discussion

Much literature has shown that meat quality and growth can be influenced by environmental heat stress [22-25], but few studies explain this phenomenon at the gene level for broilers, especially with a focus on the hypothalamus. In this study we found 24 DE genes related to meat quality, 8 DE genes in the growth category, and 6 crucial DE enzyme genes associated with acute heat stress and based on heat-map gene clusters and GO term annotation. In addition, these meat quality and growth related DE genes, together with the crucial enzyme genes and other DE genes were subjected to genetic network analysis through IPA. We found 3 networks: Cardiovascular Disease, Lipid Metabolism, Molecular Transport; Cell-to-Cell Signaling and Interaction, Molecular Transport, Small Molecule Biochemistry; and Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry.

### Gene network analysis

*Cardiovascular Disease, Lipid Metabolism, Molecular Transport*. The hub in the “Cardiovascular Disease, Lipid Metabolism, Molecular Transport” network is prostaglandin G/H synthase 2 precursor (*PTGS2*), also known as *COX2*, an enzyme that can catalyse the biosynthesis of prostaglandins (PGs) [26]. *PTGS2* directly interacts in this network with heme oxygenase (decycling) 1 (*HMOX1* or *HO1*), platelet-derived growth factor beta (*PDGFB*), insulin (Ins), vascular endothelial growth factor (*VEGF*), signal transducer and activator of transcription 5B (*STAT5B*), and so on. *HMOX1*, *PDGFB*, Ins, *VEGF*, and *STAT5B* are key nodes in the “Cardiovascular Disease, Lipid Metabolism, Molecular Transport” network and also interact with other DE genes.

Arnaud et al. [27], reported that *PTGS2* had capability to participate in heat stress-induced myocardial preconditioning *in vivo. HMOX1* also has an important role in cellular homeostasis because of its pro- and antioxidative function [28,29]. Bloomer et al. [30], observed that *HMOX1* was sensitive to temperature and its expression was increased immediately after heat stress. *PTGS2* can regulate *HMOX1* expression and this expression is up-regulated in cardiac fibroblasts when the broilers were under stress [31]. In addition, *HMOX1* can be regulated by c-fos induced growth factor (*FIGF*), a member of the PDGF/VEGF family,that can associate with mitogenic and morphogenic activity on fibroblast cells [32,33]. *PDGFB* can be affected by *PTGS2*, *HMOX1*, actin, alpha, cardiac muscle 1 (*ACTC1*), myosin, heavy chain 11, smooth muscle (*MYH11*), bone morphogenetic protein 3 (osteogenic) (*BMP3*). Signoroni et al. [34], demonstrated that *PTGS2* can modulate constitutive interaction of a PDGF receptor. *ACTC1* plays a crucial role in early muscle development and fetal development [35,36], and reduced *ACTC1* expression had an essential role in congenital heart disease and atrial septa defect [37,38]. *ACTC1* also is involved in “Cell-to-Cell Signaling and Interaction, Molecular Transport, Small Molecule Biochemistry” and “Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry”. Many research studies [39,40] have indicated that gene *ACTC1* contributes to muscle development and meat quality. *MYH11* is a unique gene of smooth muscle cells. Landreh et al. [41], suggested that the cultured PDGF receptor α- positive peritubular cell (PTC) can increase *MYH11* (PTC-specific gene) expression. PDGF receptorα- positive PTC is a steroidogenic member of the stem Leydig cell (SLCs). BMP3 has been identified as playing a crucial role in both skeletal development and bone homeostasis [42].

In this study, we found that *PTGS2*, *FIGF*, *ACTC1*, *MYH11*, and *BMP3* were up-regulated under heat stress and their fold changed from 1.51 to 15.14 while the expression of *HMOX1* and *PDGFB* decreased during heat stress and their fold changes were −1.64 and −1.80, respectively. All these DE genes are in HS vs. CL or HS vs. TR. However, except for *HMOX1*, those DE genes have not been reported as relating to heat stress. This might be relatively few researchers have studied meat quality and growth under heat stress at the gene level. Thus, based on this study, we can infer that heat stress significantly influences broiler body temperature, meat quality, sperm quality, growth, and skeletal quality through up-regulation or down-regulation of unique genes in the hypothalamus. Furthermore, the changes of expression of muscle-related genes indicate that muscle development is inhibited to a certain degree in the short term after heat treatment.

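PTGS2 had a log2 change of 0.60 in HS vs. CL (SE 0.14, adjusted p = 0.0541 in limma), with every HS array above every CL array, and was not DE without HS2 (0.58), CL1 (0.55) or CL3 (0.57). FIGF was higher in HS by 1.20 against CL (SE 0.29, adjusted p = 0.0588) and by 1.49 against TR (adjusted p = 0.0476), without overlap. The first was lost without HS3 (1.13). MYH11, a smooth muscle gene, was higher by 1.28 against CL (adjusted p = 0.128, with overlap) and by 1.69 against TR (adjusted p = 0.0956, without overlap). Its call in HS vs. CL was lost without HS2 (1.09), HS3 (1.27), HS4 (1.20), TR1, TR3 or TR4 (1.28 in each), CL1 (1.22), CL2 (1.05) or CL4 (1.09). In HS vs. TR it was lost without HS2 (1.50), HS3 (1.68), HS4 (1.61), TR1 (1.71), TR2 (1.56), TR3 (1.75) or TR4 (1.73). BMP3 changed by 0.75 in HS vs. CL (adjusted p = 0.0936, without overlap), and the call was lost without HS3 (0.78), HS4 (0.71), CL2 (0.77), CL3 (0.79) or CL4 (0.63). PDGFB was lower in HS vs. TR (-0.65, adjusted p = 0.0790, with overlap), a call lost without HS2 (-0.58), HS4 (-0.61), TR1 (-0.62), TR2 (-0.63) or TR3 (-0.56), and changed by -0.50 in HS vs. CL, below the fold limit except without HS3 (-0.60). ACTC1 was not DE, with a log2 change of -0.72 in HS vs. CL (SE 1.96, adjusted p = 0.870), which was 1.59 without CL2. Against TR (adjusted p = 0.345), ACTC1 was at least 7.62-fold higher in HS, with 1 of 4 TR arrays above background. That bound rests in part on HS2, where ACTC1 was at 10.85. The fitted log2 change, which also uses signals below detection, fell from 3.92 to 2.94 without HS2. Without CL2, which narrows the shared spread, ACTC1 was DE in HS vs. TR (3.92). MYH7 changed by -0.85 in HS vs. CL (SE 0.19, adjusted p = 0.0511), and every HS array lay below every CL array. Of these calls, FIGF in HS vs. TR alone held with FDR under 0.05. The methods' t-test did not call MYH11 in HS vs. CL, PDGFB or MYH7. With the mean of all probes of a gene, MYH11 in HS vs. CL (1.11) was not DE.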

Heat stress also can change the hormone level. Tyrosine hydroxylase (*TH*), the precursor of catecholamines (the sympathetic nervous system) (SNS) neurotransmitters, is a rate-limiting enzyme for catecholamine biosynthesis and biomarker enzyme for adrenaline expression [16,43]. In this study, *TH* was a key node and involved in “Cardiovascular Disease, Lipid Metabolism, Molecular Transport” and “Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry” networks. It can catalyse tyrosine into dopa that can be transformed into catecholamine by the dopamine enzyme. *TH* can also regulate the receptor of dopa (*DRD2*) amd dopa could also be formed into noradrenaline and adrenaline through a special enzyme. Garcia et al. [44], reported that *TH* expression was decreased under chronic heat stress. However, in our acute heat-stress study, *TH* and *DRD2* were both significantly expressed with 14.91 and 1.63 FC, respectively. These genes are DE expressed in both HS vs. CL and HS vs. TR. Our current findings reveal that host-enhanced SNS activity leads to an up-regulated catecholamine metabolic pathway and increases noradrenaline and adrenaline to reinforce a body’s resistance to heat stress.

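TH had a log2 signal of 7.03 ± 1.90 (SD, n = 4) in HS, 3.47 ± 1.29 in CL and 2.79 ± 0.80 in TR. It was above background on 4 HS arrays, 1 CL array and 0 of 4 TR arrays. With arrays not above background set to the lowest signal that counts as such, or to their own where higher, TH was at least 5.81-fold higher in HS than in CL and at least 5.31-fold higher than in TR. The fit in limma (adjusted p = 0.0657 and 0.0627) used the signals as they are, also those below detection, with a log2 change of 3.56 in HS vs. CL. That change ran from 2.72 without HS4 to 4.22 without HS1, and in HS vs. TR from 3.40 to 4.90 without the same arrays. HS4 had the highest TH signal (9.54), so that the bounds also rest in part on HS4. Every HS array lay above every CL and TR array (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). TH was not DE in either comparison with FDR under 0.05 or by the methods' t-test. It was not DE in HS vs. CL without HS3 (3.49), and in HS vs. TR not without TR4 (4.10) or with normexp background correction (1.85). DRD2 was above background on all 12 arrays, and its log2 signal was 6.96 ± 0.11 in HS, 6.24 ± 0.18 in CL and 5.96 ± 0.17 in TR. Its log2 change was 0.72 in HS vs. CL (SE 0.11, adjusted p = 0.0177) and 1.00 in HS vs. TR (adjusted p = 0.00383), higher in 4 of 4 HS arrays. It was DE under every other setting and without each array, except with normexp background correction (0.44 and 0.58). The 8 tested genes of a catecholamine list, TH, SLC6A2, GCH1, QDPR, DRD1, DRD2, DRD4 and MAOA, had a median log2 change of 0.60 in HS vs. CL (7 of 8 higher) and 0.65 in HS vs. TR (6 of 8 higher). The two-sided exact permutation p was 0.0286 for both, which after adjustment over the 14 lists was 0.20 and 0.40, and fry gave adjusted p = 0.000754 and 0.000597. Without TH, GCH1 and DRD2, which the study picked from these arrays, the median of the other 5 genes was 0.37 (exact permutation p = 0.0286) and 0.16 (exact permutation p = 0.143). From the higher TH and DRD2 in HS, the paper concludes that stronger activity of the SNS raises the catecholamine pathway, and with it noradrenaline and adrenaline.

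**Figure D3:**
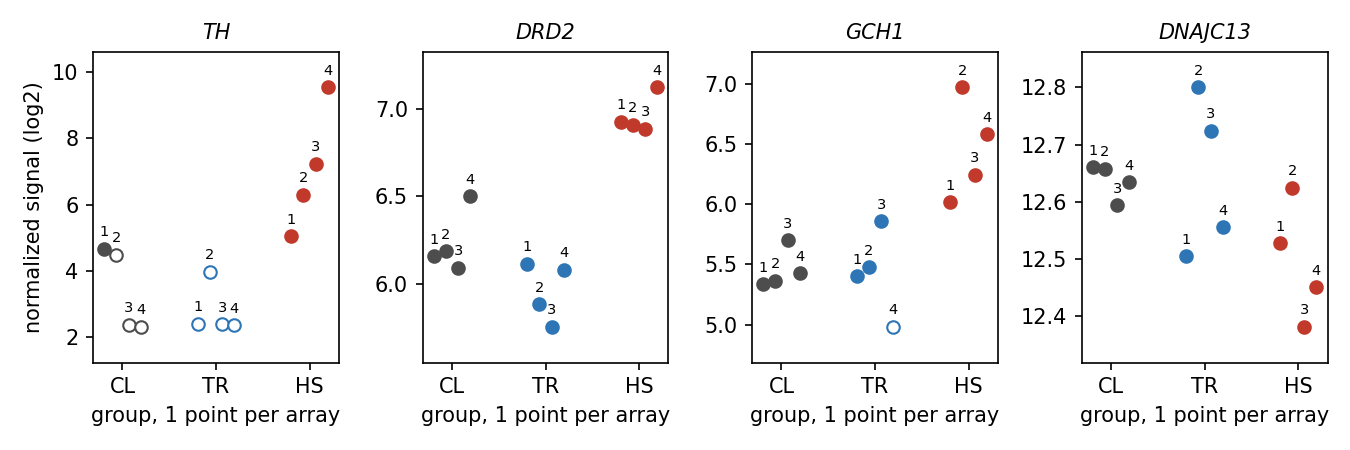
Normalized log2 signal of TH, DRD2, GCH1 and DNAJC13 on each array, numbered by replicate, in CL (grey), TR (blue) and HS (red). Hollow points were not above background, and each gene has its own scale. The HS arrays lie above the CL and TR arrays for TH, DRD2 and GCH1.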

There are also still a number of interested DE genes in the three gene networks but for reasons of space not discussed here; they included *SDC1*, *EMP1*, *EDN3*, *DBI*, *INSIG1*, *HDL*, *CETP*, *PDK4* in “Cardiovascular Disease, Lipid Metabolism, Molecular Transport”, *GCH1*, *LMX1A*, *MOV10L1*, *GDPD5*, *JPH*, *AOAH* in “Cell-to-Cell Signaling and Interaction, Molecular Transport, Small Molecule Biochemistry”, *CUBN*, *MYH7*, *CROT*, *LPAP4*, *PLA1A* in “Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry”. All these DE genes were related to meat quality, growth, and enzyme; for example, *MYH7* is related to drip loss and cooking loss [45,46]. More details are given in a supplemental file. Moreover, some of those DE genes have been identified as being associated with meat quality under heat stress by other researchers. For example, Yu et al. [47], reported that myogenic factor 6 (*MYF6*) and fatty acid binding protein 4, adipocyte (*FABP4*) were involved in meat quality under heat stress.

### Heat shock protein

During heat stress, a class of heat shock protein family could also be significantly changed. When a host encounters heat stress, the expression of highly-conserved heat-shock protein (HSP) will be either increased or decreased in various tissues and cells to protect the body from excessive damage [48]. HSP are ubiquitous in organisms ranging from from bacteria to mammals throughout the whole biosphere. They can help the body adapt to adverse environments by serving as molecular chaperone, antioxidant, synergistic immune, and anti-apoptotic [49]. HSP70 can also play a significant role in heat stress, but we didn’t find that it was DE in the current study. This might be because of the distribution of HSP70 in terms of different expression in diverse tissues or organs, perhaps especially enriching heart, liver, kidney, and spleen but not gathering in hypothalamus. In addition, HSP70 usually changes within eighteen hours, while after eighteen hours its expression may be back to normal [50]. 

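The arrays held tested probes for 7 genes of the HSP70 family, HSPA2, HSPA4L, HSPA5, HSPA8, HSPA9, HSPA13 and HSPH1, all above background on all 12 arrays. In HS vs. CL, their log2 changes ran from -0.30 for HSPA5 (SE 0.17, adjusted p = 0.329 in limma) to 0.34 for HSPH1 (SE 0.15, adjusted p = 0.219). In HS vs. TR, they ran from -0.12 to 0.18. None of the 7 genes was DE in either comparison under any of the settings or with any array left out. The family's median change in HS vs. CL was 0.04 (two-sided exact permutation p = 0.514, and adjusted p = 0.660 in fry) and was -0.01 with scaling to the 75th percentile. Over 41 genes of a wider heat shock list, the median was 0.04 with 26 higher in HS (exact permutation p = 0.229, and adjusted p = 0.494 in fry), and it also became -0.01 with that scaling. Fry's test for changes of genes in both directions at once gave 3.86e-07 for the wider list, without adjustment.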

In this study we found that the expression of *HSPCB* (HSP90) and *DNAJC13* (HSP40) underwent significant changes. *HSPCB* families can play a key role in DNA replication and transcription, protein folding and mutation, protein transport, proteolysis, cell signaling, and immune response [51,52]. *HSPCB* is also necessary in hormone receptor and tyrosine protein kinase [53,54]. *DNAJC13* can interact with HSP70 in renaturation of heat-denatured proteins [55] and *DNAJC13* can also bind directly to HSP70 by recruiting specific substrates to stimulate both its intrinsically weak ATPase activity and its interaction with polypeptide substrates [56,57]. *HSPCB* and *DNAJC13* are also DE in HS vs. CL and HS vs. TR. 

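HSPCB had a log2 signal of 11.97 ± 0.14 (SD, n = 4) in HS, 12.53 ± 0.26 in CL and 12.13 ± 0.13 in TR. Its log2 change in HS vs. CL was -0.56 (SE 0.13, adjusted p = 0.0565 in limma), with every HS array below every CL array. The fold change of -1.47 lay below the limit, which it passed with array weights (-0.61), without HS4 (-0.62) and without CL4 (-0.67). In HS vs. TR, the change was -0.16 (adjusted p = 0.583), with overlapping arrays. Of 3 dimmer probes of HSPCB, A_87_P190198 was DE in HS vs. CL (-0.68) and in HS vs. TR (-0.62). The remaining probes were DE in neither, at -0.51 and -0.58 in HS vs. CL and at -0.26 and -0.31 in HS vs. TR. All probes of HSPCB were thus lower in HS than in CL, most of them short of the fold limit. DNAJC13 had a log2 signal of 12.50 ± 0.10 in HS, 12.64 ± 0.03 in CL and 12.65 ± 0.14 in TR. Its log2 change was -0.14 in HS vs. CL (SE 0.09, adjusted p = 0.377) and -0.15 in HS vs. TR (adjusted p = 0.409), with overlap in both. DNAJC13 has 3 probes, and none was DE in either comparison. The others changed by 0.09 and 0.00 in HS vs. CL and by -0.22 and -0.07 in HS vs. TR.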

The expression of *DNAJC13* was up-regulated while the expression of *HSPCB* was down-regulated in the heat-stress process, indicating that heat stress can exert great harm to the body and the body can actively produce various mechanisms to resist heat stress.

## Conclusions

Transcriptome of the chicken hypothalamus could be altered extensively when chickens are exposed to heat stress. We performed global gene-expression analysis of hypothalamus from chickens subjected to heat stress, temperature recovery, and normal temperature. We used bird hypothalamus as material and used a microarray to detect the versatile transcript changes respond to broiler heat stress. In hypothalamus, the TR group and the CL group behaved similarly to the HS group. Various enzymes are changed following the level of hormone under heat stress. At the same time, a number of DE genes related to meat quality and growth were significantly DE. The expression of heat shock protein families also presented certain changes, especially in *DNAJC13* and *HSPCB*. The results of this study provides novel insight into the effects of heat stress on meat quality, growth, and essential enzyme for hormone pathway by using hypothalamus transcriptome analysis; it offers a platform for future investigations into genetic networks for studying broiler heat-stress response.

## Additional file

Additional file 1: Table S1. List of some differentially expressed (DE) genes in muscle, growth and enzyme.

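Table S1 gives each gene a category and 1 fold change from the arrays, with a minus sign where the gene was lower in heat-stressed birds, and names no comparison for it. Each fold change can therefore be set beside HS vs. CL and HS vs. TR. Of the 26 genes with a tested probe, 23 changed in the table's direction in HS vs. CL and 23 in HS vs. TR, counting genes that were not DE.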

# Supplementary material for: Transcriptome responses to heat stress in hypothalamus of a meat-type chicken
**Source:** J Anim Sci Biotechnol. 2015 Feb 17;6(1):6. doi: 10.1186/s40104-015-0003-6
**Supplement:** Additional file 1: Table S1. — List of some differentially expressed (DE) genes in muscle, growth and enzyme.

## Table S1. List of some differentially expressed (DE) genes in muscle, growth and enzyme

| Gene symbol | Gene description | Genbank accession number | Fold change | GO term annotation |
| --- | --- | --- | --- | --- |
| DE genes related to meat quality | | | | |
| ACTC1 | actin, alpha, cardiac muscle 1 | NM_001079481 | 15.14 | GO:0030048 actin filament-based movement; GO:0030240 muscle thin filament assembly |
| CETP | cholesteryl ester transfer protein, plasma | NM_001034814 | 3.43 | GO:0042632 cholesterol homeostasis |
| CROT | similar to carnitine O-octanoyltransferase (LOC420533) | XM_418635 | 19.35 | GO:0015908 fatty acid transport |
| CUBN | cubilin (intrinsic factor-cobalamin receptor) | CR387507 | -1.61 | GO:0042953 lipoprotein transport |
| DBI | diazepam binding inhibitor (GABA receptor modulator, acyl-Coenzyme A binding protein) (DBI) | NM_204576 | 1.65 | GO:0008289 lipid binding |
| FABP7 | fatty acid binding protein 7 | NM_205308 | 1.88 | GO:0008289 lipid binding |
| GDPD5 | glycerophosphodiester phosphodiesterase domain containing 5 | N/A | 1.68 | GO:0006629 lipid metabolism;  GO:0007399 nervous system development |
| JPH1 | junctophilin 1 | CR353454 | 1.66 | GO:0007517 muscle development |
| LIPG | endothelial lipase | TC283514 | -1.55 | GO:0006629 lipid metabolism;  GO:0042632 cholesterol homeostasis; GO:0050746 regulation of lipoprotein |
| LOC430178 (MOV10L1) | similar to MOV10-like 1 | XR_027177 | 1.63 | GO:0007517 muscle development; GO:0008283 cell proliferation |
| MYH7 | myosin, heavy chain 7, cardiac muscle, beta | NM_001001302 | -2.73 | GO:0006941 striated muscle contraction |
| MYH11 | myosin, heavy chain 11, smooth muscle | NM_205274 | 3.27 | GO:0006939 smooth muscle contraction; GO:0030241 muscle thick filament assembly |
| PLA1A | Phospholipase A1 member A | TC283048 | -1.51 | GO:0006629 lipid metabolism |
| PTGS2 | Prostaglandin G/H synthase 2 Precursor | M64990 | 1.51 | GO:0006633 fatty acid biosynthesis; GO:0001516 prostaglandin biosynthesis |
| SDC1 | syndecan 1 | XM_419972 | -1.51 | GO:0055002 striated muscle cell development |
| UCP3 | uncoupling protein 3 | NM_204107 | -1.56 | GO:0006631 fatty acid metabolism |
| MYF6 | myogenic factor 6 (herculin) | NM_001030746 | -3.13 | GO:0007517 muscle development |
| VIT2 | vitellogenin 2 | NM_001031276 | 2.59 | GO:0006869 lipid transport |
| APOLD1 | apolipoprotein L domain containing 1 | XM_001233202 | -2.24 | GO:0006869 lipid transport;  GO:0042157 lipoprotein metabolism |
| P20K | quiescence-specific protein | NM_205422 | 3.21 | GO:0032496 response to lipopolysaccharide; GO:0055089 fatty acid homeostasis |
| RCJMB04_1d1 (INSIG1) | insulin induced gene 1 | NM_001030966 | -1.54 | GO:0006629 lipid metabolism;  GO:0008202 steroid metabolism;  GO:0008203 cholesterol metabolism |
| RCJMB04_9i11 | acyl-CoA synthetase bubblegum family member 2 | NM_001012846 | -1.52 | GO:0006629 lipid metabolism;  GO:0006631 fatty acid metabolism |
| AOAH | hypothetical LOC420737 | XM_418835 | 1.81 | GO:0006629 lipid metabolism;  GO:0008653 lipopolysaccharide metabolism |
| LOC776729 | similar to Zcwpw2 protein | XM_001236232 | 1.59 | GO:0007517 muscle development; GO:0008283 cell proliferation |
| DE genes related to growth | | | | |
| BMP4 | bone morphogenetic protein 4 | NM_205237 | -1.59 | GO:0008083 growth factor activity; GO:0001501 skeletal development |
| EMP1 | epithelial membrane protein 1 | BX930381 | -1.69 | GO:0016049 cell growth |
| EDN3 | Endothelin 3 | AB235921 | 1.69 | GO:0005179 hormone activity |
| LMX1A | LIM homeobox transcription factor 1, alpha | BM426154 | 1.64 | GO:0001558 regulation of cell growth |
| FIGF | c-fos induced growth factor | NM_204568 | 2.18 | GO:0008083 growth factor activity |
| SMAD7B | TGF-beta signal pathway antagonist Smad7 | NM_001159663 | 1.62 | GO:0007179 transforming growth factor beta receptor signaling pathway |
| BMP7 | bone morphogenetic protein 7 | XM_417496 | 1.58 | GO:0008083 growth factor activity |
| BMP3 | bone morphogenetic protein 3 | NM_001034819 | 1.71 | GO:0008083 growth factor activity |
| DE genes related to enzyme | | | | |
| DRD2 | dopamine receptor D2 | NM_001113290 | 1.63 | GO:0001670 dopamine D2 receptor activity; GO:0004871 signal transducer activity |
| GCH1 | GTP cyclohydrolase 1 (dopa-responsive dystonia) | NM_205223 | 1.95 | GO:0003824 catalytic activity;  GO:0042416 dopamine biosynthesis |
| GPR23 (LPAR4) | G protein-coupled receptor 23 | BX932026 | 1.52 | GO:0007186 G-protein coupled receptor protein signaling pathway |
| PDK4 | pyruvate dehydrogenase kinase, isozyme 4 | CR387492 | 2.25 | GO:0004673 protein histidine kinase activity; GO:0016772 transferase activity, transferring |
| TH | tyrosine hydroxylase | NM_204805 | 14.91 | GO:0004511 tyrosine 3-monooxygenase activity |
| HMOX1 | heme oxygenase (decycling) 1 | NM_205344 | -1.80 | GO:0002246 healing during inflammatory response; GO:0006788 heme oxidation |

How the deposited data were processed for this re-analysis (not part of the article)

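Hypothalamus RNA of 12 female broilers, 4 in each of the groups HS, TR and CL, was measured on 1-colour Agilent arrays with 43603 probes besides the controls. The authors scanned the arrays and extracted the spots with Feature Extraction, and deposited for each array the processed intensity of every spot, after background subtraction and detrending and without scaling between arrays, with the median intensity of the spot and of its local background. The deposited marks of each spot (above background, non-uniform, population outlier, saturated) are set by the same software. The authors also deposited a table of log2 values, quantile-normalized between arrays, with 43606 entries. Of these entries, 65.6% matched the feature with their own number, and 99.9% matched a feature within 12 numbers (root mean square difference of log2 values under 0.1), so that the table was used only after each entry was matched to its feature by its values.

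The analysis started from the processed intensities. They were taken to log2, spots marked as outliers were left out (420 values of 220 probes), arrays were quantile-normalized over all probes besides the controls, and spots of the same probe were averaged. A probe was tested when it was above background on all 4 arrays of at least 1 group. This left 34930 probes, 34918 of them testable in all 3 comparisons. After outlier spots were left out, 1 DE probe in HS vs. CL and 3 in HS vs. TR had fewer than 3 values in a group. Of all probes, 32229 were above background on all 12 arrays and 4596 on none of the 12. The median signal over background was between 11.8 and 17.3 per array. No depth of counting applies to arrays, and their number limits the precision.

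The tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a fit of 3 groups to the 12 arrays. Adjusted p-values are Benjamini-Hochberg values over all probes tested. The limits were p under 0.05, FDR under 0.15 and a fold change over 1.5, as in the methods. The same step was tested on simulated data with 200 probes changed by a log2 value of 2 among 34918. It called 94.5% of them in HS vs. CL, 95.5% in HS vs. TR and 94.5% in TR vs. CL, with 28, 26 and 28 unchanged probes. The simulated probes were independent, and calls at smaller changes were not simulated. In the data, the median size of the log2 change of DE probes was 0.80, 0.86 and 0.88, so that these shares do not cover most calls. Gene lists were tested with limma's fry and camera. Fry's adjusted p-values are Benjamini-Hochberg values over the 14 lists tested, and camera's p-values are not adjusted. Because fry rests on a model and each group has 4 arrays, the median log2 change of each list was also tested by a two-sided exact permutation over the 70 ways to assign the 8 arrays. This test was added after the fry values were seen, and its smallest p of 0.0286 cannot pass 0.05 after adjustment over 14 lists unless many lists reach it. Distances between arrays and spreads within groups were tested by exact permutation over the 35 splits of 8 arrays, or of 8 distances. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), and the reference table was read with jsonlite 2.0.0.

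Probes were named by matching their accessions to a table of chicken genes on the assembly GRCg7b. Of 43603 probes, 10185 matched, for 4814 genes. Probes with Ensembl transcript accessions matched none of its entries and carry no name. A gene with several probes is given by the one with the highest mean signal. A signal was bounded below by the lowest log2 signal marked as above background on each array. Genes named in the text are drawn from those the paper names as measured, and for each comparison from the 5 probes with the largest fold change among DE probes whose 4 arrays do not overlap with the other 4. Not every one is named, and the rest enter only counts. Members of marker lists are named where the list is reported, and any other gene was singled out after its values were seen.

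The comparisons, their tests and limits, the rule for named genes, the marker lists and the alternatives were set before the data were examined, apart from a fit without HS2 and CL2, the exact permutation test of the lists and those tests of explanations that are named as chosen later. The marker lists were midbrain dopaminergic, hypothalamic neuropeptide, pituitary, choroid plexus, striated muscle, smooth muscle and vessel, lymphoid and spleen, erythroid, oligodendrocyte, astrocyte, heat shock, HSP70, immediate early, W-linked and catecholamine genes. The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, other filters on dim probes, outlier spots kept, FDR under 0.05, no FDR limit, the methods' t-test (which the methods name in the paragraph on qRT-PCR, with no test named for the arrays), a fit to only the 2 groups compared, blocks on replicate number, slide and scan day, array weights, the deposited log2 table, the mean of all probes of a gene (with a missing value filled by its group mean), another distance, and each array left out in turn. The files hold no mean signal per spot, so that normexp used the median signal.

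The qRT-PCR values, the Gene Ontology terms, the Ingenuity networks and the heat map were not analysed here, because the arrays hold no qRT-PCR values, and the annotation and network software is not at hand.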

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

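The tests of weak signal on HS4, of a variant under the CROT probe, of skeletal muscle on HS2 and CL2 and of neuropeptide-rich tissue, and the fit without HS2 and CL2, were chosen only after the results were seen. An array counts here as far from the others of its group when its gap to the nearest, divided by the range of the 4 values, exceeds the tabulated Dixon limit for 4 values. Of 78 groups of 4 values examined, 8 had such an array, where 3.9 are expected. Chance flags about 1 in 20 groups.

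On HS4, 76.5% of spots were above background, against 82.1% to 82.2% on the other HS arrays. HS4 also lay farthest from its group mean. Weak signal is argued against, since the median signal over background was 17.3 on HS4, the highest of the 12 arrays. The lowest log2 signal marked as above background was 5.56 on HS4 and between 4.58 and 4.62 on the other HS arrays. Why the limit was higher on HS4 was not tested. Without HS4, 731 probes were DE in HS vs. CL and 346 in HS vs. TR. HS4 also had the highest median of the neuropeptide list (2.17) and the highest score on the first component of all detected probes (93.9), so that the share of neuropeptide-rich tissue in its dissection and the activity of these neurons in this bird stay open.

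The log2 signal of TH was 3.99 on TR2 and between 2.37 and 2.41 on the other TR arrays. None of the 4 TR arrays was above background for TH, so that the difference lies below detection. For HMOX1, HS1 was at 10.87 and the other HS arrays between 10.19 and 10.30, and without HS1 HMOX1 was also DE in HS vs. TR (log2 change -0.72). For SFRP1, CL1 was at 10.74 and the other CL arrays between 10.40 and 10.43. For FIGF, HS2 was at 11.40 and the other HS arrays between 12.05 and 12.14. With 3.9 of 78 groups expected by chance, chance can give about as many arrays as these 4. No technical or biological explanation was tested for them.

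The probe of CROT lay on 2 levels over the 12 birds. Its log2 signal was 6.19 on CL2, against 11.96 to 12.81 on the other CL arrays, and 11.72 on TR1, against 6.86 to 7.04 on the other TR arrays. All 4 HS arrays were on the upper level. CROT was not DE in HS vs. TR (log2 change 4.27, adjusted p = 0.182 in limma), and was DE without TR1 (5.47) and without CL2 (4.27). A sequence variant under the probe, carried by some of these related birds, may give such levels. Over 34918 probes, 5 lay on 2 levels at least 3 log2 units apart, with at least 3 arrays on each and an SD within each of at most 0.75. A variant would leave other probes of the gene on 1 level. There was 1 other probe of these genes, and 0 such probes split the birds, too few to decide. A variant and a change in expression cannot be told apart, because no other probe of CROT was found to test.

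The median of the striated muscle list, centred on each gene's mean, was 4.06 on CL2. Skeletal muscle carried in the dissections of CL2 and HS2 is a candidate explanation. For 15 of 21 listed genes these were the 2 highest arrays, and 20 were highest on CL2, fast skeletal muscle genes such as MYL1, TNNT3 and TNNC2 among them. TNNC2 had a log2 signal of 16.07 on CL2 and 14.89 on HS2, and at most 11.03 on the other arrays. Whether CL2 alone accounts for the lower muscle genes stays open. Without CL2, the median of the list moved from -1.14 to -0.15 in TR vs. CL and from -0.09 to 0.51 in HS vs. CL, and the first still lay below 0. Above background on all 12 arrays were 11 of the 22 listed genes with a probe, so that the tissue also expresses part of the list. An effect of heat on muscle genes of the hypothalamus was not tested apart from this.

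SST1 and ADCYAP1, genes the paper does not discuss, were higher in HS vs. CL. The log2 change was 4.43 for SST1 (adjusted p = 0.0555 in limma) and 3.22 for ADCYAP1 (adjusted p = 0.0815), and every HS array lay above every CL array for both. SST1 was above background on all 8 arrays and ADCYAP1 on 4 HS and 3 CL arrays, and ADCYAP1 was at least 7.89-fold higher with the remaining CL array at the lowest signal that counts as above background. SST1 kept its call with each array left out, with changes from 3.66 without CL2 to 5.22 without CL1. ADCYAP1 lost its call without HS3 (2.95), HS4 (2.88) or CL2 (3.08), without HS2 and CL2 together (3.39) and with only the 2 groups compared. The change of ADCYAP1 ran from 2.38 without CL3 to 3.71 without CL1. Neither SST1 nor ADCYAP1 was DE with FDR under 0.05 or by the methods' t-test. More of the neuropeptide-rich hypothalamus in the HS dissections could raise such genes together. The neuropeptide list without SST, 9 genes, had a median log2 change of 1.08 in HS vs. CL with 8 of 9 higher and 0.58 in HS vs. TR. Fry gave 0.0578 and 0.304 for these, which decides neither way. Dissection and an effect of heat on these neurons cannot be told apart, because each bird gave 1 dissection. Slide and group also coincide.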

How the results depend on the processing

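The fit without HS2 and CL2 was chosen after seeing the data. Of 3154 values recomputed under other settings or with an array left out, 2748 kept their side of the limits, or for counts stayed within 1.5 times the main count and for shares within 10 percentage points, 313 no longer passed a limit, 25 newly passed it and 68 moved. Of 2921 tested values, 62 changed sign, 0 of them past a limit. Among these were the striated muscle list in HS vs. CL without HS1 (0.10), HS3 (0.07), CL2 (0.51), and HS2 and CL2 (0.19), the heat shock list with scaling to the 75th percentile (-0.01), the spread of HS beyond CL without HS2 (-2.96) or HS4 (-8.02) and the separation of TR and CL without TR1 (-0.201), TR3 (-1.42) or TR4 (-1.38). For the main counts, shares, distances and list medians, 153 of 193 values under other settings stayed within these bounds, and 148 of 189 with an array left out. For single genes these were 1399 of 1548 and 1048 of 1224. No scaling moved the median log2 change of all probes beyond 0.1.

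With FDR under 0.05, limma called 337 probes in HS vs. CL, 158 in HS vs. TR and 0 in TR vs. CL, where 2715 passed p under 0.05 and the methods' t-test called 1. The shared count was 85, Table 2 had 2 entries DE and Table S1 4 genes. Without an FDR limit, 1430 probes were DE in HS vs. TR, 483 in TR vs. CL and 782 in both HS comparisons. These limits are stricter or looser by construction. The methods' t-test at the main limits, which estimates the spread for each probe from 8 arrays alone, gave 411, 256 and 1 DE probes, 98 shared, 3 entries of Table 2 and 11 genes of Table S1. A fit to only the 2 groups compared, with fewer arrays behind the spread, gave 10 in TR vs. CL and 181 shared.

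Scaling to the 75th percentile gave 57 DE probes in TR vs. CL, with 21.1% higher in TR (12 higher and 45 lower) against 48.5% (16 and 17), and 82.5% higher in HS vs. TR (589 and 125) against 62.9% (407 and 240). Normexp background correction gave 658, 296 and 19 DE probes, with 65.2% (429 and 229), 80.1% (237 and 59) and 26.3% (5 and 14) higher, 161 shared and 5 entries of Table 2. With probes above background on all 12 arrays, 73.0% were higher in HS vs. TR (333 and 123), and Table 2 had 4 entries, since probes absent in a group were not tested. The separation of HS and CL was 9.29 with no filter on dim probes and 8.99 with probes above background on 1 of 12 arrays, and its p exceeded 0.05. Array weights gave 1065 DE probes in HS vs. TR and 549 shared. Without HS2 and CL2, there were 748 DE probes in HS vs. CL, 16 in TR vs. CL (68.8% higher), 5 entries of Table 2 and 10 genes of Table S1. Apart from the limits and the number of arrays or probes, the cause was not tested.

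With each array left out, DE probes in HS vs. CL ran from 490 (without HS3) to 1855 (without HS1), and were 664 without CL2 and 731 without HS4. In HS vs. TR they ran from 254 (without TR4) to 1195 (without HS1), with 306 without HS3, 346 without HS4, 365 without TR1, 364 without TR2 and 354 without TR3. In TR vs. CL they ran from 0 (without TR3) to 42 (without CL4), with 6 without TR4, 8 without CL2, 13 without HS1, 14 without HS3 and 20 without TR1. The share higher in TR vs. CL ran from 23.8% (without CL4) to 73.0% (without TR2), with 30.0% without TR1 and 64.7% without CL3. The shared count ran from 143 (without HS3) to 743 (without HS1), with 185 without HS4, 181 without TR1, 192 without TR2, 189 without TR3 and 153 without TR4. The separation of HS and CL ran from 6.24 (without CL2) to 15.4 (without HS1), and its p exceeded 0.05 without HS3, HS4 or any CL array. The separation of HS and TR ran from 8.47 (without TR4) to 22.1 (without HS1), and its p exceeded 0.05 without any TR array. The spread of HS beyond TR ran from 1.92 (without HS4) to 16.2 (without TR2), and its p was under 0.05 without HS3. Table 2 entries ran from 5 (without HS3) to 8, and Table S1 genes from 9 (without HS3) to 18 (without TR2), with 10 without HS4. The cause was not tested.

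The replicate block gave 1243 DE probes in HS vs. CL, 521 in HS vs. TR and 20 in TR vs. CL. The replicate numbers do not pair the birds. Deviations from the group means correlated over 0.1 in 3 of 12 pairs of arrays with the same number (mean 0.0464, from -0.152 to 0.367) and in 8 of 36 pairs with different numbers. A block on the scan day coincides with the CL group, so that the fit of HS vs. TR stayed the same by construction. Its 647 DE probes are therefore no test of the scan day. HS vs. CL and TR vs. CL could not be estimated with that block. A slide block was not run, because each slide holds 1 group.

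Signal over background limits what can be said of dim genes. TH was above background on 1 of 4 CL arrays and on 0 of 4 TR arrays, so that its level there is not known, and 4596 probes were above background on none of the 12 arrays.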

Differences from the paper's values

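A count or a largest fold change matches here when it lies within 1.5 times the paper's value. The fold change of a gene matches when it has the same sign and lies within 1 SD between arrays on the log2 scale, or within 1.5 times where a group was not above background on all 4 arrays. The alternatives below were set before the data were examined, apart from the fit without HS2 and CL2, which was chosen after seeing the values. The paper reports 9 DE probe sets in TR vs. CL, and 33 were DE here. The values matched with only the 2 groups compared (10), without HS1 (13), without TR4 (6) and without CL2 (8), and differed under the other alternatives, 25 in all. For the probes higher in TR vs. CL, the paper's value is 5 and the value here 16. It matched with normexp background correction (5), only the 2 groups compared (4), without HS1 (7), HS3 (6), TR1 (6), TR4 (5) and CL2 (6), and under no other. For probes DE only in HS vs. TR, the paper's value is 499 and the value here 288. It matched with scaling to the 75th percentile (359), no filter on dim probes (362), no FDR limit (544), array weights (503), without HS1 (447) and without CL2 (421), and under no other. For probes DE only in TR vs. CL, the paper's value is 3 and the value here 5. It matched with no filter on dim probes (4), probes above background on 1 of 12 arrays (3), only the 2 groups compared (3), the replicate block (3), without HS1 (2), HS3 (4) and CL1 (4), and under no other.

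The largest fold change in HS vs. CL is 25 in the paper and 43.6 here. It matched with no filter on dim probes, probes above background on 1 of 12 arrays, only the 2 groups compared and the replicate block (25.5 in each), without TR1 or TR3 (25.5 in each), and without HS2 (28.8), HS3 (19.9), HS4 (26.3), CL3 (32.5) and CL4 (18.6), and under no other. In TR vs. CL, the paper's value is 16 and the value here 3.40, and it differed under all 22 alternatives that gave a value (from 2.85 to 25.0). The folds here, also under the alternatives, are of DE probes above background on at least 1 array of both groups. The paper states no such limit. Over all DE probes, with signals below detection, the largest in TR vs. CL were 6.79-fold higher and 6.08-fold lower in TR.

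For HSPCB in HS vs. TR, the paper's fold change is -1.53 and the value here -1.12. For DNAJC13, the paper's values are 1.9 in HS vs. CL and 1.95 in HS vs. TR, and the values here -1.10 and -1.11. For SDC1 in HS vs. CL, the paper has -1.61 and the value here is -1.28. For ITGA8 in TR vs. CL, the paper has -2.51 and the value here is 2.52. For SFRP1 in TR vs. CL, the paper has 1.57 and the value here is -1.25. Each of these differed under all 26 alternatives, which do not include another probe of the gene. Another probe gave the paper's value for HSPCB (log2 change -0.62) and SFRP1 (0.65). For ITGA8, the value here has the size of the paper's and the opposite sign, and in HS vs. TR the paper's -3.38 is also the value here. The paper marks ITGA8 in HS vs. CL as not significant or below 1.5-fold, and its log2 change here was -0.43. With HS below TR and close to CL, TR lies above CL, against the paper's minus sign. How that sign arose was not tested. For GCH1 in HS vs. CL, the paper has 2.64 and the value here is 1.99, which matched without HS1 (2.21) and with the mean of all probes (2.13) and differed under the other alternatives.

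In Table S1, each value is set beside the closer of HS vs. CL and HS vs. TR. The paper's FABP7 is 1.88 and the value here -1.47 (from -1.72 to 1.02 under the alternatives), and the paper's SMAD7B is 1.62 and the value here -1.09 (from -1.13 to 1.30 under the alternatives). Both differed under all 26 alternatives. The paper's MYH7 is -2.73 and the value here -1.81, which matched with the mean of all probes (-2.72) and under no other. The paper's PLA1A is -1.51 and the value here -1.13, which matched without HS2 (-1.28) and under no other. The paper's UCP3 is -1.56 and the value here -1.19, which matched with the mean of all probes (-1.39) and under no other. The paper's INSIG1 is -1.54 and the value here -1.24, which matched without HS1 (-1.32) and under no other. Another probe of the gene, which the alternatives do not include, gave the paper's value for FABP7, UCP3 and INSIG1. Its log2 change in HS vs. TR was 0.91 for FABP7 and -0.64 for UCP3, neither DE. In HS vs. CL it was -0.62 for INSIG1, which was DE. The UCP3 probe was also DE in HS vs. CL (-0.70), at a fold change away from the paper's. Another probe of SMAD7B was DE and higher in HS vs. CL (0.87), a fold change away from the paper's. The genes CETP, MYF6 and DBI have no value here. The paper's CETP is 3.43, and with no filter on dim probes or with probes above background on 1 of 12 arrays it was 2.75. The paper's MYF6 is -3.13, and under the same filters it was -2.11. Neither CETP nor MYF6 was above background on all 4 arrays of any group. Their values use signals below detection and cannot tell a match from a difference. The paper's DBI is 1.65, and it was 1.65 with outlier spots kept and from the deposited log2 table.

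Some genes that the paper calls DE were not DE here and were so under other settings. HSPCB in HS vs. CL was DE with array weights, without HS4 and without CL4, and its dimmer probe A_87_P190198 was DE in both HS comparisons at the main setting (log2 changes -0.68 and -0.62). CROT in HS vs. TR was DE with no FDR limit, only the 2 groups compared and array weights, without TR1, without CL2, and without HS2 and CL2 together (4.35). ACTC1 in HS vs. TR was DE without CL2 and without HS2 and CL2 together, a fit chosen after seeing the values, under which 10 genes of Table S1 were DE against 17. BMP7 in HS vs. CL was DE with normexp background correction, probes above background on all 12 arrays, no FDR limit, the methods' t-test, only the 2 groups compared, without TR1 and without TR2.

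The paper places 1 HS sample among the TR samples in its PCA. Here the HS1 array had a score of 11.2 on the first component of the selected probes, above the highest TR score of -8.50. Over all detected probes, the nearest array to HS1 was TR2 (76.8), and its mean distance was 84.0 to the TR arrays and 99.3 to the other HS arrays. The paper describes the CL samples as alike. Here the mean distance of CL arrays to their mean was 60.5, against 51.0 in TR and 62.9 in HS. The paper states that ACTC1 rose under heat stress. Here its log2 change was -0.72 in HS vs. CL, and 1.59 without CL2 and 0.61 without HS2 and CL2. Against TR, with 1 of 4 TR arrays above background, it was at least 7.62-fold higher in HS and not DE. Its fitted log2 change against TR fell from 3.92 to 2.94 without HS2, so that the bound rests in part on HS2. The paper states that muscle development terms fell in HS vs. CL and TR vs. CL. Here the median log2 change of the striated muscle list in HS vs. CL was -0.09, with 6 of 15 genes higher, 0.51 without CL2 and -1.01 without HS2. In TR vs. CL it was -1.14, with 14 of 15 genes lower, and -0.15 without CL2. The legends of Figures 1 and 2 give an FDR limit of 0.05 and the methods one of 0.15, and 337 and 1246 probes were DE in HS vs. CL under these limits.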

Other observations

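The tests of neuropeptide-rich tissue against the first component, of the scan day and slides, and of other probes and entry numbers behind the paper's fold changes were chosen only after the results were seen. For the DE counts, the 8 arrays of each comparison were also split in every other way into 2 groups of 4, 35 splits in all. In HS vs. CL, 1 split, the real one, gave as many DE probes, and the next highest count was 5. In HS vs. TR, 1 split gave as many, and the next highest count was 4. In both, the real split gave the highest count, the most that 35 splits can show (one-sided exact permutation p = 0.0286, not adjusted over the comparisons). That split is also the split by slide, so that it cannot tell a slide effect from heat. In TR vs. CL, 2 splits gave as many, and the split of TR1, TR3, TR4 and CL4 against the others gave 66, so that chance cannot be excluded.

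A difference between scan days is argued against as the cause of more DE probes in the HS comparisons, since HS and TR were scanned on 1 day and still differed at 647 probes, while TR and CL were scanned on 2 days and differed at 33. A difference between slides and an effect of heat cannot be told apart, because each slide holds 1 group.

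The labels name hypothalamus in the sample titles, and spleen and male birds in the entries for tissue and sex. The arrays argue against spleen alone and against male birds. Of 14 hypothalamic neuropeptide genes with a probe, 8 were above background on all 12 arrays. All 7 oligodendrocyte genes and all 8 astrocyte genes with a probe were so too. Of the 20 lymphoid genes, 14 were as well, so that spleen RNA beside that of the hypothalamus is not excluded. The neuropeptide and lymphoid counts by themselves do not tell the tissues apart. HINTW, a W-linked gene, had a log2 signal of at least 17.47 on every array, and SPINW was above background on all 12. Pituitary tissue in some dissections stays open as a source of the large differences between groups. PRL, the only pituitary hormone gene tested, varied over the arrays more than 91.1% of random probes of like brightness. It was above background on 9 arrays, TSHB on 1, and GH and FSHB on 0, and 1 gene and signals near the floor decide neither way. CGA and LHB had no probe with their name.

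More midbrain dopaminergic tissue in the HS dissections is a possible explanation of the higher TH. The median log2 change of the midbrain list was 0.41 in HS vs. CL and 0.22 in HS vs. TR. Fry called it in HS vs. CL (adjusted p = 0.0408 over 14 lists, and 0.0688 in HS vs. TR), and the exact permutation test did not (two-sided p = 0.114 and 0.314). For its 6 tested genes besides TH, GCH1 and DRD2, which the study picked, fry gave 0.408 in HS vs. CL and 0.653 in HS vs. TR. This excludes nothing, because SLC6A3 and SLC18A2 had no probe with their name and the list lacks its called genes. A different amount of muscle or vessel in the dissections could change ACTC1, MYH11, MYH7 and MYF6. Fry gave 0.652 for the striated muscle list and 0.686 for the smooth muscle and vessel list in HS vs. CL, with genes going both ways, which decides nothing.

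Within groups, the arrays' scores on the first component of all detected probes followed the median of the neuropeptide list, with Pearson's r of 0.928 (permutation p = 0.00146) and Spearman's rho of 0.867 (p = 0.00388) over 12 arrays and 100000 permutations. Values were centred on each group, which is also each slide, and groups of 4 arrays are too few for a value of their own. Without the 2 arrays farthest from the median, r was 0.8289. This was the only relation across arrays computed. The list was chosen among the marker lists after the results were seen, and the p-values are not adjusted for that choice. Other lists were not set against the component, so that the relation is not shown to be particular to neuropeptide genes. Different shares of neuropeptide-rich tissue in the dissections are a candidate explanation of the spread of the arrays. The activity of these neurons in single birds was not tested and stays open.

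Of 54 fold changes in Table 2 and Table S1, 44 had a probe. The brightest probe gave the paper's value within 2 percent for 17 of them. For the other 27, another probe of the gene gave it in 8 (HSPCB in both HS comparisons, SFRP1, FABP7, UCP3, INSIG1, FIGF and P20K), the entry of the deposited log2 table with the gene's own feature number in 1, and neither in 18. Another probe may lie behind these 8 values, and an entry number off by a few features behind the 1, but with several probes per gene a match by chance cannot be told apart from either.

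The exact permutation test of the lists was chosen after the fry values were seen. After adjustment over the 14 lists, the lowest value it gave in HS vs. CL was 0.20, and fry called the catecholamine (adjusted p = 0.000754) and midbrain lists. In two-sided exact permutation tests of the HS vs. CL medians, before adjustment, p was 0.0857 for neuropeptides (median 1.26), 0.943 for pituitary (0.02), 0.0286 for choroid plexus (0.93), 0.314 for lymphoid (-0.11) and 0.486 for erythroid genes (-0.52). It was 0.914 for oligodendrocyte (-0.01), 0.171 for astrocyte (0.15), 0.429 for immediate early (-0.06) and 0.686 for smooth muscle and vessel genes (0.02). The latter were at -0.02 and the oligodendrocyte genes at -0.18 with scaling to the 75th percentile. With 1 array left out, the median ran from 0.53 to 1.78 for neuropeptides and from -0.99 to -0.04 for erythroid genes. The pituitary, oligodendrocyte, immediate early and smooth muscle and vessel medians lay on both sides of 0 with 1 array left out. Fry's adjusted p was 0.174 for neuropeptides and 0.494 for choroid plexus genes. The catecholamine list had a median of -0.08 in TR vs. CL (exact permutation p = 0.257). Camera's p-values were not adjusted over the lists. With a preset correlation, they were below 0.05 for the catecholamine, midbrain and neuropeptide lists in HS vs. CL. With the estimated correlation, they were 0.00305 for the catecholamine, 0.0361 for the midbrain and 0.108 for the neuropeptide list. Whether the first and second would hold after adjustment over the 14 lists was not computed. For the oligodendrocyte and immediate early lists, camera's direction was up where the median and fry were down. The W-linked list had 2 tested genes, too few for a test.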
